# Combgap Promotes Ovarian Niche Development and Chromatin Association of EcR-Binding Regions in *BR-C*

**DOI:** 10.1371/journal.pgen.1006330

**Published:** 2016-11-15

**Authors:** Anna Hitrik, Malka Popliker, Dana Gancz, Zohar Mukamel, Aviezer Lifshitz, Omer Schwartzman, Amos Tanay, Lilach Gilboa

## Abstract

The development of niches for tissue-specific stem cells is an important aspect of stem cell biology. Determination of niche size and niche numbers during organogenesis involves precise control of gene expression. How this is achieved in the context of a complex chromatin landscape is largely unknown. Here we show that the nuclear protein Combgap (Cg) supports correct ovarian niche formation in Drosophila by controlling ecdysone-Receptor (EcR)- mediated transcription and long-range chromatin contacts in the *broad* locus (*BR-C*). Both *cg* and *BR-C* promote ovarian growth and the development of niches for germ line stem cells. BR-C levels were lower when Combgap was either reduced or over-expressed, indicating an intricate regulation of the *BR-C* locus by Combgap. Polytene chromosome stains showed that Cg co-localizes with EcR, the major regulator of *BR-C*, at the *BR-C* locus and that EcR binding to chromatin was sensitive to changes in Cg levels. Proximity ligation assay indicated that the two proteins could reside in the same complex. Finally, chromatin conformation analysis revealed that EcR-bound regions within *BR-C*, which span ~30 KBs, contacted each other. Significantly, these contacts were stabilized in an ecdysone- and Combgap-dependent manner. Together, these results highlight Combgap as a novel regulator of chromatin structure that promotes transcription of ecdysone target genes and ovarian niche formation.

## Author Summary

Germ line stem cells (GSCs) supply either eggs or sperm throughout the life- time of many organisms, including mammals. For their function, GSCs require input from somatic niche cells. Understanding how niches form during development is an important initial step in understanding how stem cell units form, and by extension, how they may regenerate. In this work we describe a new function for the chromatin binding protein Combgap in ovarian niche formation of the model organism *Drosophila melanogaster*. Combgap is required for the correct expression of another factor, BR-C, in somatic ovarian cells. *BR-C* is one of the central target genes of the steroid hormone ecdysone, and its expression is controlled by the ecdysone receptor (EcR). Interestingly, EcR-enriched regions within the *BR-C* locus are engaged in long-range contacts that are stabilized by ecdysone in a Combgap-depended manner. We also found that EcR binding to chromatin depends on WT levels of Combgap. BR-C regulates GSC unit establishment, intestinal stem cells, immune responses, and many other processes. Understanding Combgaps’ function in shaping the *BR-C* chromatin landscape is a first step towards better appreciation of how this important locus is controlled, and the general machinery coupling gene expression to 3D chromatin structure.

## Introduction

The normal function of many adult organs depends on stem cells and their niches, which make functional and structural units. To make these units, niche precursors and stem cell precursors must coordinate their development. Understanding how this occurs is key to understanding organogenesis and regeneration. Here we show that in Drosophila, the chromatin binding protein Combgap (Cg) controls proliferation and differentiation of somatic niche and germline stem cell precursors, thereby promoting correct ovarian stem cell unit formation.

*cg* mutants were first isolated by Calvin Bridges in the 1930s [1]. The Cg protein contains 11 putative C2H2 zinc finger domains, a Sir2 domain, a Lambda-1 domain and a poly-glutamine stretch. These motifs suggest Cg acts as a chromatin-binding factor that can either promote or repress transcription. Indeed, Cg has been previously shown to control gene expression in several organs. In the visual cortex, Cg represses the Wingless target genes *optomotor blind*, *decapentaplegic* and *aristaless* [2]. In leg and wing discs, Cg represses *cubitus interruptus* (*ci*) expression in the posterior compartment and promotes *ci* expression in the anterior compartment [3,4]. The pleiotropic effects of Cg and its association with several major signaling pathways suggest that this nuclear protein performs a general function for gene transcription. We now show that Cg is required for correct transcription from the *broad complex* locus (*BR-C*), which is one of the major genes required for Germ Line Stem Cell (GSC) unit formation in the developing ovary of *Drosophila melanogaster*.

The Drosophila ovary makes a good model with which to study stem cell unit formation. During early larval development both Primordial Germ Cells (PGCs, the precursors of GSCs) and somatic cells proliferate [5,6,7]. Somatic niche formation initiates when a pool of proliferating somatic cells become non-proliferating Terminal Filament (TF) precursor cells (Fig 1A). TF precursors accumulate throughout third instar, acquire adult TF markers from mid-larval third instar (ML3), and then form filaments by convergent extension [8]. By Late Larval third instar (LL3) all 16–20 TF stacks, which are contained within a single ovary, have formed [9,10,11,12]. Following somatic niche formation, PGCs initiate their differentiation. However, PGCs that are close to the newly formed niches are spared and become the adult GSCs [6,7,13,14].

**Fig 1:**
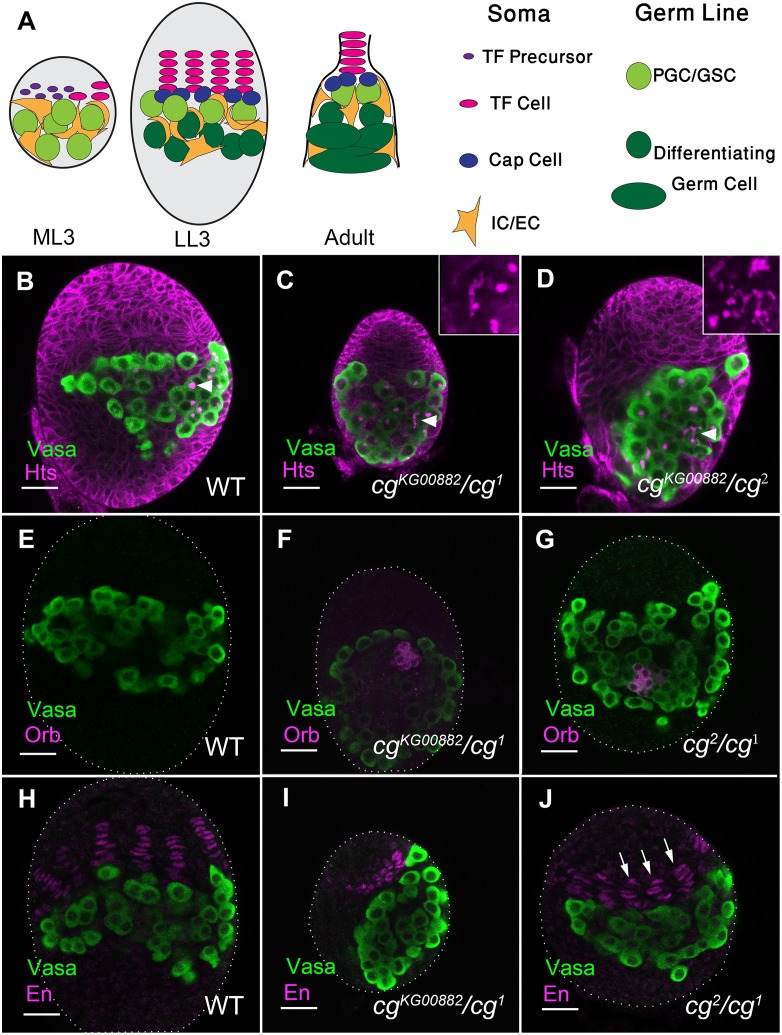
Cg is required for correct ovarian development. (A) An illustration of mid larval 3^rd^ instar (ML3), late larval 3^rd^ instar (LL3) ovary and an adult germarium. Cell types are defined. (B-J) Anti-Vasa (green) marks PGCs. (B-D) Anti-Hts outlines somatic cells and fusomes within germ cells (magenta). (B) WT LL3 ovaries, PGCs contain spherical fusomes (arrowhead), n = 20. (C, D) 48% of cg^1^/ *cg*^*KG00882*^ (C, n = 28), 67% of *cg*^*KG00882*^/*cg*^*2*^ (D, n = 18) and 47% of *cg*^*1*^*/cg*^*2*^ (not shown, n = 19) mutant ovaries contain cysts with branched fusomes (insets). (E-G) Anti-Orb (magenta) marks 8- and 16-germline cysts. (E) WT PGCs are devoid of Orb at LL3 (100%, n = 20). (F, G) 11% of *cg*^*1*^*/cg*^*KG00882*^ (F, n = 17), and 23% of *cg*^*1*^/*cg*^*2*^ (n = 11) mutant ovaries contain Orb-positive cysts. (H-J) Anti-En marks TF cells (magenta). (H) WT ovaries contain well-formed TFs. (I, J) *cg*-mutant ovaries contain TF cells that have not yet organized into filaments (I) or shorter filaments (J, arrows). n and p values are presented in Table 1. Bars are 20 μm.

**Table 1:** Combgap affects ovarian size and niche numbers.

Genotype	TF stack number ± stdev (n)	t-test p-value	Size (% of WT) ± stdev (n)	t-test p-value
cg*/β-Gal	19.51 ± 2.89 (40)	--	100 (34)	--
*cg*^*2*^*/cg*^*KG00882*^	16.42± 4.05 (24)	0.0008	77.3±20.3 (36)	3.39e-7
*cg*^*1*^*/cg*^*2*^	16.73 ± 3.65 (42)	3.24e-5	85±19 (37)	0.0001
*tj*-Gal4, *cg*^*1*^*/ cg*^*KG00882*^	0.92 ± 1.16 (25)	7.14e-32	37 ± 1.76 (29)	4.44e-35
*tj*-Gal4, cg^1^/ cg^KG00882^; *UAS*-*Br-Z2*/+	4.2 ± 2.11 (59)	3.7e-14**	46.5 ± 2.0 (47)	1.7e-5**
*tj-*Gal4 / UAS-β-Gal	19.11±2.33 (61)	0.19	102±15.3 (52)	0.34
*tj*-Gal4; *UAS*-*cg*^*HMS01145*^	17.25 ± 2.54 (16)	0.059	105 ± 13.67 (16)	0.065
*tj*-Gal4 / *cg*-GFP; *UAS*-*GFP*^*RNAi*^	13.84 ± 5.59 (13)	4.76e-5	73.5 ± 28 (13)	0.006
*tj*-Gal4; *cg*^*LA00629*^	3.33 ± 4.3 (27)	1.12e-14	34.8 ± 8.4 (25)	4.15e-27

* Either cg^1^/β-Gal or cg^KG00882^/β-Gal were used as controls.

** t-test p value was determined compared to *tj*-Gal4, *cg*^*KG00882*^/*cg*^*1*^; +/+ ovaries.

Our previous work underlined the importance of the hormone ecdysone as a switch signal between proliferation and differentiation and as a coordinator of somatic niche formation with GSC establishment [7,8,13]. At early larval stages, the ecdysone receptors EcR and Ultraspiracle (Usp) act as repressors of niche and PGC differentiation. This allows PGCs and somatic precursors time to proliferate. At third instar, consecutive ecdysone peaks promote niche formation and then PGC differentiation. Ecdysone signaling is known to activate many genes. One of its earliest targets is the *BR-C* Locus [15]. This locus encodes four related transcription factors that share a BTB domain and differ in their zinc finger moiety (Br-Z1, Z2, Z3 and Z4) [16,17,18]. In larval ovaries, ecdysone activation is associated with up-regulation of Br-Z1 [13]. *BR-C* is a large locus (over 100KBs) that contains many control elements, including two experimentally confirmed proximal and distal promoters [16,17]. In addition to its major role in GSC unit formation, *BR-C* transcripts are required for the correct development of Intestinal stem cells, imaginal discs, and the nervous system [19,20,21,22]. It also functions during immune response, metamorphosis and developmentally regulated cell death [18,22,23]. Understanding how transcription is controlled in this complicated locus will therefore provide us with a deeper insight into the transcriptional control of many developmentally regulated processes.

Here we show that ovarian development depends on Cg and its control of *BR-C* expression. Furthermore, we show that two EcR-enriched regions in *BR-C* are associated with each other and that this association increases in an ecdysone- and Combgap-dependent manner. We propose that Cg may act as part of a general machinery that modifies high-order chromatin associations.

## Results

### Cg promotes niche formation and represses precocious PGC differentiation

In a screen to identify novel regulators of ovarian development [13] we identified the transcription factor Combgap (Cg) as required for proper niche formation and PGC maintenance. To follow the differentiation status of PGCs, we used anti-Hts antibodies that label the fusome, an intracellular organelle within germ cells. In wild type LL3 ovaries, PGCs do not yet differentiate to form germline cysts, and each PGC carries a spherical fusome (Fig 1B, arrowhead) [6,24,25]. By contrast, ~50% of *cg*-mutant gonads from three different allelic combinations contained branched fusomes, suggesting PGCs differentiated precociously (Fig 1C and 1D, arrowheads, insets, for quantification see legend). Anti-Orb antibody, which robustly stains more developed 8- and 16 cell cysts [26], confirmed these observations. No Orb labeling was observed in WT ovaries (Fig 1E). However, Orb was expressed in *cg*-mutant gonads (Fig 1F and 1G). Thus, both fusome morphology and Orb expression demonstrate that the wild-type function of Cg is required to prevent precocious PGC differentiation.

In addition to PGC maintenance, Cg also affected niche formation. To follow TF cell accumulation and stack formation we used anti-Engrailed (En), which specifically stains TF cells [27]. At LL3, TF cells in WT or heterozygous ovaries were already stacked to form the adult number of niches (Fig 1H, Table 1) [8,12,28]. By contrast, TF formation was defective in *cg* mutants. This was particularly noted in the *cg*^*1*^*/cg*^*KG00882*^ combination (Fig 1I, Table 1). However, fewer TFs were also noted in other allelic combinations (Table 1). These ovaries also displayed shorter TFs (Fig 1J, arrows), an additional indication for a difficulty in TF formation. These phenotypes suggest that Cg is required for the proliferation/survival of somatic precursors, for the process of TF specification or for its correct timing [7].

In accordance with a possible role for Cg in precursor cell proliferation, *cg*-mutant gonads were significantly smaller than WT (Table 1). Vital dye staining (Propidium Iodide, PI) indicated that cell death did not increase in *cg*-mutant ovaries (of 18 *cg*^*1*^*/cg*^*KG00882*^ ovaries, 16 were not labeled by PI at all, and 2 had 1–3 dead cells, a similar level to WT ovaries)[8]. On the other hand, phospho-Histone H3 (pH3) staining, which marks mitotic cells, was significantly decreased in *cg*-mutants (0.15±0.03 pH3-positive cells per 1 μm^3^ in WT ovarian volume, n = 21, as compared to 0.08±0.02 per 1 μm^3^ in *cg*^*1*^*/cg*^*KG00882*^ ovaries, n = 14, t-test p-value 1.35e-6). Thus, Cg affects gonadal size by promoting cell proliferation but not cell survival.

### Cg is required in the soma for ovarian development

Cg promotes somatic development and niche formation on the one hand, and represses precocious PGC differentiation on the other. To determine how might Cg affect both soma and germline, we first examined its expression using anti-Cg antibodies [4], and found that it was present in all nuclei of WT LL3 ovaries (Fig 2A). Similar results were obtained by examining the expression of a GFP protein trap inserted in the Cg locus (Fig 2B)[29]. The ubiquitous ovarian Cg expression is in accord with its ubiquitous expression in other organs [2,4].

**Fig 2:**
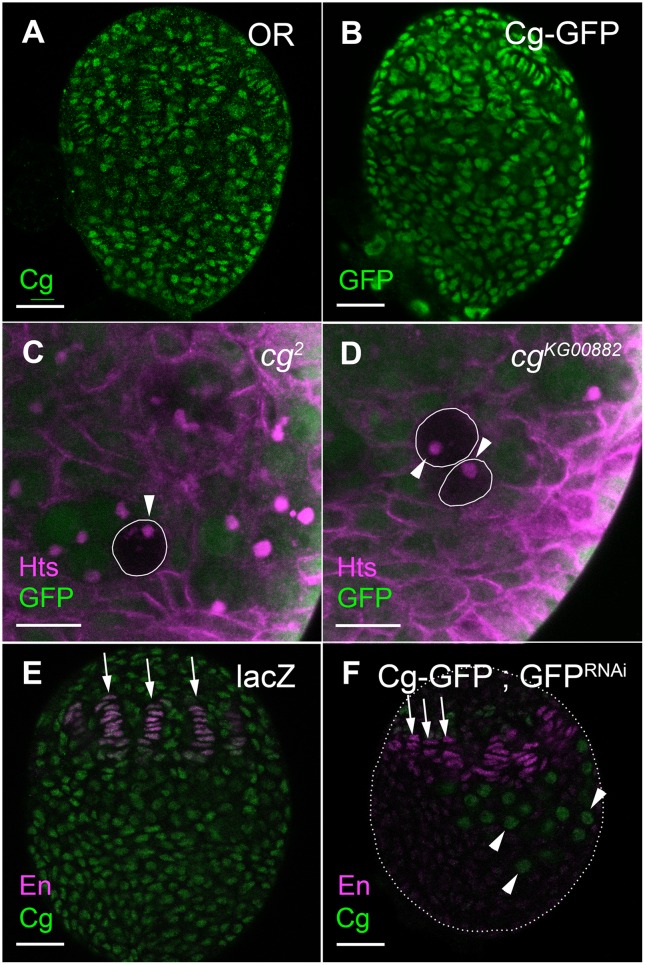
Cg is required in somatic cells for gonad morphogenesis. (A, B) Both somatic and germline nuclei are stained by anti-Cg (A, green n = 30) or anti-GFP (B, green, n = 28). (C, D) Anti-GFP (green) marks WT cells. Anti-Hts (magenta) outlines somatic cells and marks fusomes in PGCs. *cg*^*2*^ (C, n = 52) or *cg*^*KG00882*^ (D, n = 21) mutant PGCs remain undifferentiated and harbor spherical fusomes (arrowheads). (E, F) Anti-Cg is in green and TFs are marked by anti-En (magenta). (E) In control LL3 ovaries, all nuclei express Cg and TFs are long and well formed (arrows). (F) Cg-GFP ovaries. Cg is reduced by *tj*-Gal4 driving GFP^RNAi^ in somatic cells. Cg is still expressed in germ cells (arrowheads) and a few anterior somatic nuclei. Ovaries are smaller and contain less TFs (quantification in Table 1). In addition, many TFs are shorter than WT TFs (compare arrows in 2E, 2F), indicating less developed TFs. Bars in A, B, E, F are 20 μm, and in C, D are 10 μm.

To determine the origin of the somatic and germline phenotypes of *cg*-mutants, we used mosaic analysis. Germline clones of either *cg*^*2*^ or *cg*^*KG00882*^ did not develop as cysts within larval ovaries, and contained spherical fusomes (Fig 2C and 2D). Similarly, depletion of Cg specifically from PGCs by expressing *UAS*-*cg*^*RNAi*^ with *nos*-Gal4 resulted in normal development of both somatic and germline lineages (S1 Fig). We conclude that Cg does not act within PGCs to maintain normal ovarian development.

Expression of *UAS-cg*^*RNAi*^ with *tj*-Gal4, which is specific to the ovarian soma, also failed to produce phenotypes, possibly due to a low efficiency of the RNAi (S1 Fig, Table 1). Indeed, expression of an efficient RNAi line against GFP in Cg-GFP ovaries resulted in low Cg levels in most somatic ovarian nuclei (Compare Fig 2E and 2F and S1 Fig). GFP^RNAi^ ovaries were significantly smaller and contained fewer TFs (Table 1). In addition, the formed TFs in the GFP^RNAi^ ovaries were less developed and incorporated fewer TF cells per TF stack (Compare TFs under arrows in 2E, 2F, S1 and S2 videos). Thus, Cg reduction in the ovarian soma can phenocopy the somatic ovarian phenotypes of *cg* mutants. By contrast, PGC development was normal in the GFP^RNAi^ ovaries (S1 Fig). One possibility is that PGC differentiation requires simultaneous depletion of Cg in both somatic and PGC nuclei. Alternatively, systemic effects could be causing PGC differentiation in *cg* mutant animals (see below).

### Cg is required for the correct expression of Broad-Complex

An additional phenotype of *cg*-mutant animals was their failure to pupariate at the end of larval development. *cg*-mutant larvae continued feeding and growing for several days after their WT siblings pupariated, eventually dying as giant larvae (S2 Fig). Such phenotypes suggest that Cg may somehow affect the ecdysone pathway, which induces molting and pupariation [30]. Since ecdysone signaling is required for ovarian development [8,13,31,32], we investigated whether Cg affected the ovarian ecdysone response, and in particular the Broad-complex (BR-C), its major ovarian target during larval development [8,13].

Of the four Br isoforms, Br-Z3 is not expressed in the ovary and Br-Z4 is expressed at very low levels at the larval-pupal transition, after gonad morphogenesis has largely occurred. We therefore concentrated our analysis on Br-Z2, which is expressed in the somatic ovary from early larval stages, and on Br-Z1, which is induced by ecdysone at mid-3^rd^ instar [13]. Isoform-specific antibody staining in *cg*^*1*^/*cg*^*KG00882*^ ovaries revealed a reduction in Br-Z1 and Br-Z2 protein levels (For Br-Z1, n = 13, t-test p-value 1.44e-7, Fig 3A and 3B. For Br-Z2, n = 19, t-test p-value 2.13e-10, Fig 3C and 3D). Since BR-C levels could be indirectly affected by the retarded development of *cg*-mutant animals, we also analyzed Br-Z1 and Br-Z2 in somatic mutant clones that were generated in a WT heterozygous background. Interestingly, *cg-*mutant somatic clones showed no reduction of Br-Z1 (S3 Fig), suggesting that gonadal Br-Z1 expression could be indirectly affected by the developmental retardation of *cg* mutants. By contrast, Br-Z2 levels were consistently reduced in *cg* somatic clones (Fig 3E–3F’). This demonstrates that Cg promotes Br-Z2 expression in a cell-autonomous manner, which is independent of changes in larval physiology or development.

**Fig 3:**
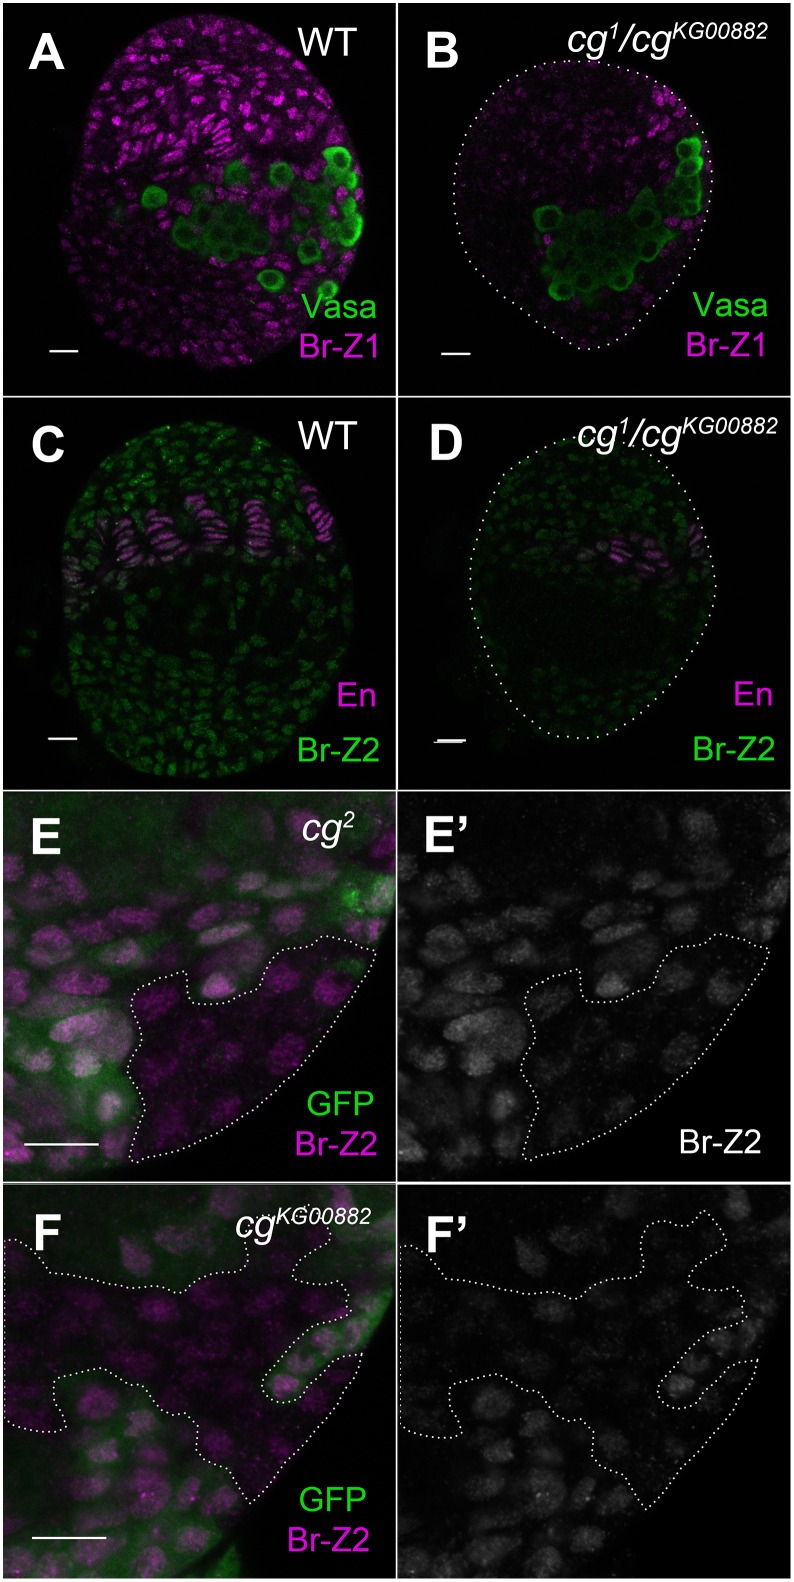
Reduced Broad expression in *cg* mutant ovaries. (A, B) Ovaries were imaged at the same time with the same confocal settings. Germ cells are labeled by anti-Vasa (green). (A) At LL3, all WT somatic nuclei express Br-Z1 (magenta). (B) Reduced Br-Z1 expression in *cg*-mutant ovaries. (C, D) Ovaries were imaged at the same time with the same confocal settings. TF cells are labeled by anti-En (magenta). (C) At LL3, all wild type somatic nuclei express Br-Z2 (green). (D) Reduced Br-Z2 expression in *cg*-mutant ovaries. (E-F’) Mosaic analysis of Br-Z2 expression in *cg*-mutant cells. GFP (anti-GFP, green) marks wild type cells. *cg*-mutant clones are outlined. (E, E’) *cg*^*2*^ mutant cells express lower Br-Z2 levels (magenta in E, grayscale in E’). (F, F’) *cg*^*KG00882*^ mutant cells express lower Br-Z2 levels (magenta in F, grayscale in F’). Bars are 10 μm each.

To determine the extent to which reduced Br-Z2 expression contributes to gonadal phenotypes, we over-expressed Br-Z2 in *cg*^*1*^/*cg*^*KG00882*^ ovaries using a UAS promoter. Br-Z2 gonadal expression was rescued in these animals, and gonadal size and TF numbers increased, as compared to *cg*^*1*^/*cg*^*KG00882*^ mutants (Table 1, S4 Fig). However, gonads were not restored to WT state, suggesting that this pleiotropic gene affects ovarian development via multiple changes in gene expression.

### Cg over-expression represses Broad expression and blocks ovarian development

To further probe how Cg might affect BR-C expression, we over-expressed it using a UAS- insertion line upstream of *cg*. Cg over-expressing LL3 ovaries were markedly smaller than WT ovaries and contained very few TFs (Fig 4A and 4B and Table 1). To further determine the developmental stage of Cg over-expressing ovaries, we stained them with anti-Tj. In young WT ovaries, Tj is expressed in all somatic gonadal nuclei, but during third instar, Tj expression is gradually restricted to ICs [5,33]. Indeed, only ICs were labeled by anti-Tj in WT LL3 ovaries (Fig 4C). By contrast, all somatic cells were labeled in the Cg over-expressing gonads, and none of these cells intermingled with germ cells (Fig 4D). Thus, Cg-over expressing ovaries seem arrested at a younger developmental stage. Another feature that characterized both Cg-over expressing ovaries and young ovaries, was the absence of a posterior group of somatic cells (swarm cells), which migrate to the posterior during third instar. In Cg-over expressing ovaries, swarm cells failed to migrate and remained at the medial side (Compare Fig 4E to 4F, white star). Combined, these features suggest that Cg-over expressing ovaries failed to mature.

**Fig 4:**
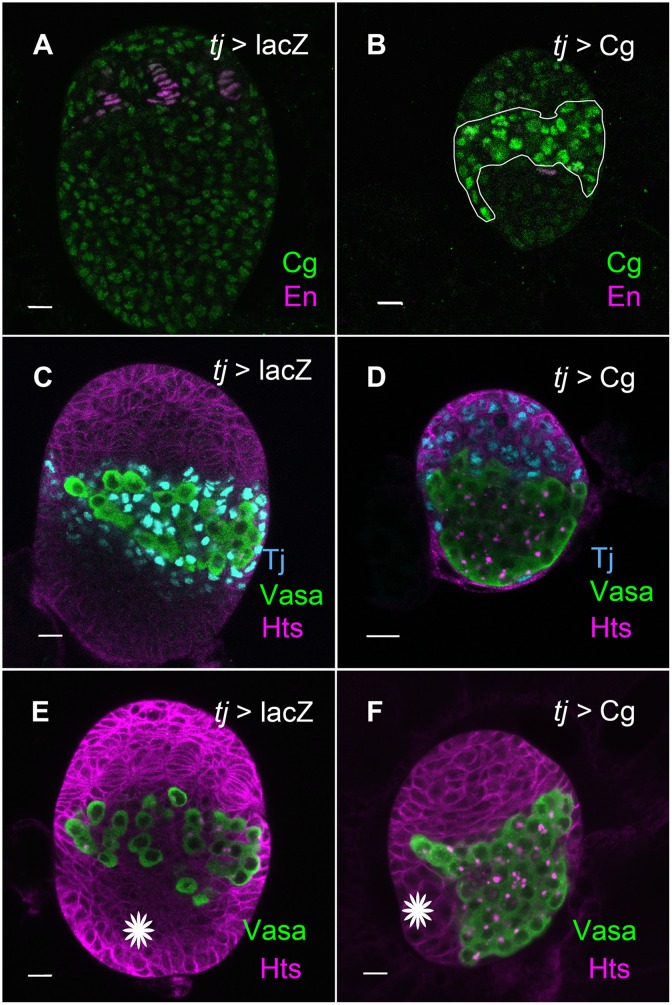
Over-expression of Cg disrupts ovarian morphogenesis. (A, B) LL3 ovaries, Anti-Cg is in green and anti-En marks TFs (magenta). Images were taken at the same day and in the same confocal settings. (A) In wild-type ovaries, TF stacks are completely organized and all somatic nuclei express uniform Cg levels. (B) Over-expression of Cg (outlined) results in extremely small ovaries containing few TFs. (C-F) PGCs are marked by anti-Vasa (green), anti-Hts (magenta) outlines somatic cells and fusomes within PGCs. (C, D) LL3 ovaries, anti-Tj marks ICs in Cyan. (C) In the wild type, ICs intermingle with PGCs. (D) In Cg-over-expressing ovaries, no ICs are present between PGCs. Tj is expressed in all somatic cells. (E) PGCs occupy the middle of the ovary and are interspaced with ICs. Swarm cells are at the posterior (white star, bottom) of the ovary. (F) Cg-over expressing ovary. PGCs are grouped together without ICs to separate them. Swarm cells, which failed to migrate to the posterior, are located medially (white star at the side). Bars are 10 μm each.

The gross morphological abnormalities of Cg over-expressing ovaries resembled the developmental defects in ovaries over-expressing the dominant negative EcR [13]. Indeed, examination of Broad expression using an antibody directed against the core region of BR-C, which labels all Broad isoforms, revealed a strong Broad suppression in Cg over-expressing cells. At ML3, all somatic WT nuclei express BR-C (Fig 5A–5A’’). *tj*-Gal4, which is expressed in all somatic ovarian nuclei at this stage [5], led to Cg over-expression in most somatic nuclei (Fig 5B and 5B’’). Consequently, hardly any BR-C expression was observed in these nuclei (Fig 5B’ and 5B’’).

**Fig 5:**
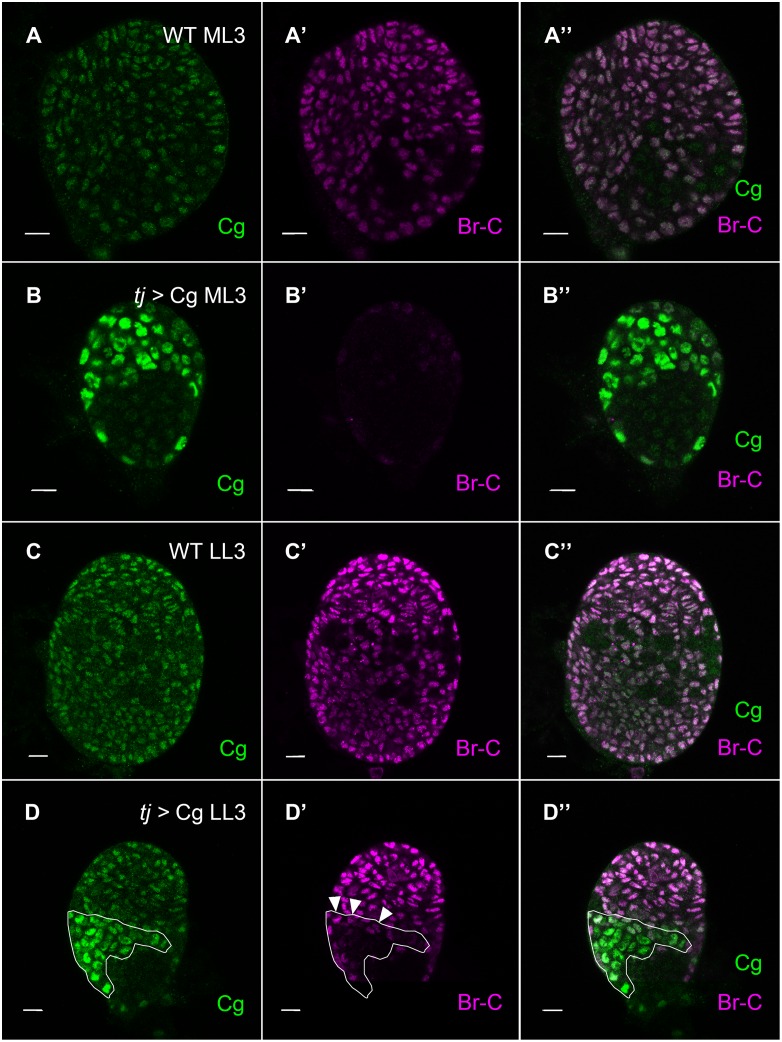
Over-expression of Cg abolishes Broad expression. In all panels, Anti-Cg is in green, Anti-BR-C is in magenta. (A, B) ML3 ovaries. In the wild type (A-A”) Cg and BR-C are both present in somatic nuclei in uniform levels. (B-B’) In Cg-over expressing ML3 ovaries, almost all somatic nuclei express high Cg levels and BR-C labeling is lost. (C-C”) Wild type LL3 ovaries, all somatic nuclei co-stain with BR-C and Cg. (D-D”) Regions of cells that over-express Cg (outlined) display reduced or no BR-C staining. Lack of BR-C expression is particularly apparent in the middle of the over-expressing region, where cells do not face wild type neighbors. Bars are 10 μm each.

At LL3, due to the morphological defects caused by Cg over-expression, cells expressing high Cg levels were located at lateral ovarian regions (Fig 5D). In these cells, BR-C levels were very low or non-existent (Fig 5D’ and 5D’’). Interestingly, cells at the border of the region over-expressing Cg retained some BR-C labeling, suggesting a non-autonomous contribution to BR-C expression (Fig 5D’, arrowheads). Together, these results show that correct Broad expression requires wild-type levels of Cg, and any change in Cg amounts or function disrupts expression from this important locus.

### EcR binding to polytene chromosomes depends on correct Cg levels

To determine how direct the control of Cg on *BR-C* expression is, we asked whether Cg is localized to the *BR-C* locus. At LL3, increased transcription from *BR-C* can be directly observed as puffing of the locus in polytene chromosomes of salivary glands [34]. Staining with anti-Cg revealed that Cg was localized to the *BR-C* puff in 84.5% of all chromosomes tested (n = 58, Fig 6A’ and 6A’’’, green arrow). Moreover, co-labeling with anti-EcR revealed that in all these cases, Cg co-localized with EcR (Fig 6A” and 6A’’’, white arrow). This suggests that transcription from *BR-C* may depend directly on Cg. EcR and Cg co-localized in some loci but not in others (Fig 6A’–6A’’’, green, magenta and white arrowheads). This suggests that Cg may not be an obligatory component of the EcR transcriptional complex. Alternatively, Cg may be present in some EcR-containing polytene chromosome bands at levels that are undetected by antibody staining, or associate with EcR complexes in a temporally-restricted manner.

**Fig 6:**
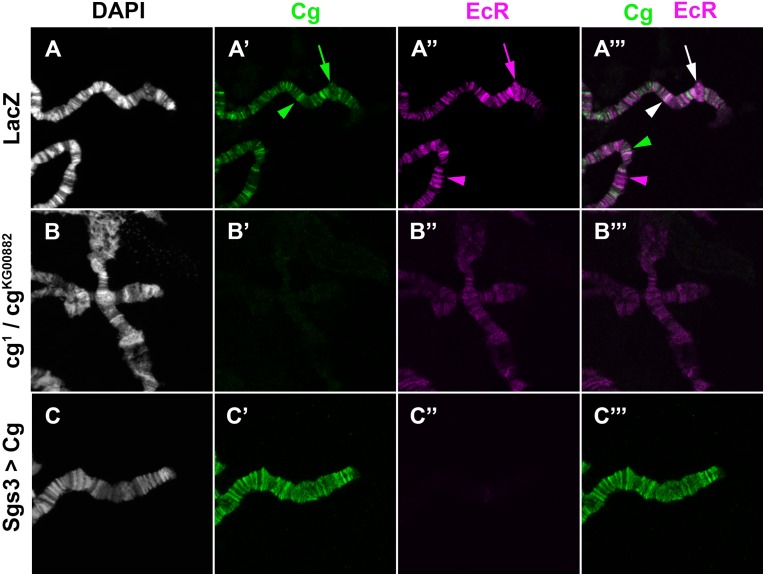
Cg affects EcR binding to polytene chromosomes. Salivary glands polytene chromosomes spreads. For all panels, imaging was performed with the same confocal settings. DAPI (white) stains DNA, anti-EcR is in magenta, and anti-Cg is in green. (A-A”) A portion of the X chromosome is shown. A green arrow in (A’) shows where Cg is bound to the *BR-C* puff. EcR is bound at the same puff (magenta arrow in A”). In the composite (A”‘), co-localization of the two antibodies appears in white. Two such bands are marked (white arrows). In addition numerous bands demonstrate unique EcR or Cg binding (magenta and green arrows, respectively). (B-B”‘) Chromosomes spread from *cg*^*1*^*/cg*^*KG00882*^ mutant larva. Chromatin bands are not as tight, very little Cg is observed and EcR binding to chromatin is reduced. (C-C”‘) Cg was over-expressed in salivary glands using *sgs3*-Gal4. A large amount of Cg, which spreads throughout the chromatin is observed. Little EcR can be detected on such chromosomes.

As EcR and Cg affect BR-C expression, and both co-localized at the *BR-C* locus, we investigated whether EcR localization may depend on Cg. In the strong *cg*^*1*^*/cg*^*KG00882*^ allelic combination, lower Cg levels were detected on polytene chromosomes (100% of spreads, n = 18, Fig 6B’ and 6B’’’). On such chromosomes, EcR was still present, but at reduced levels (89% of spreads, n = 18, Fig 6B’’ and 6B’’’). In addition, the chromatin-banding pattern was loose, suggesting a global effect on chromatin by Cg (Fig 6B). Other allelic combinations displayed similar, albeit weaker phenotypes: The reduction in Cg levels in the weaker allelic combinations was not as severe, resulting in a smaller reduction in EcR binding to chromatin (S5 Fig).

Our data show that in the somatic cells of the ovary, a reduction in Cg protein results in lower Br-C induction, while over-expressing Cg results in an almost complete block of Br-C expression (Figs 3 and 5). We therefore investigated the status of EcR binding to polytene chromosomes of salivary glands that over-expressed Cg. In 45% of chromosome spreads, Cg was indeed over-expressed, coating the entire chromatin (n = 58, Fig 6C’ and 6C’’’). In such spreads, EcR binding was almost completely undetected (92% of Cg over-expressing spreads, Fig 6C’’ and 6C’’’). The effects of Cg levels on EcR binding to chromatin (reduction in the mutant background and severe reduction upon Cg over-expression), match the manner by which changes in Cg levels affect BR-C expression. Together, these results confirm that normal EcR activity depends on tight regulation over Cg levels and function.

### Cg promotes long-range chromatin contacts at the *BR-C* locus

The changes in chromatin structure observed in polytene chromosome of *cg*^*1*^*/cg*^*KG00882*^ animals, suggested that Cg may affect the chromatin structure at the *BR-C* locus. To test this possibility we used circularized chromosome conformation capture with high-throughput sequencing (4C). 

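Kc167 is a Drosophila cell line of embryonic origin that responds to ecdysone, the steroid hormone bound by EcR. In 4C, cross-linked chromatin is digested with DpnII and ligated, and the fragments joined to one chosen site, the viewpoint, are amplified and sequenced. The number of ligations to a region measures how often that region and the viewpoint lay close together. The Kc167 profiles of Fig 7A to 7C were recomputed from 52 libraries in 4 conditions, with 13 libraries in each. Cells had received LacZ dsRNA, the control, or cg dsRNA, each without or with ecdysone, for which the methods give 1 μM for 2 h in the cells harvested for qPCR. Libraries of one condition whose labels carry the same first number (3, 5, 12 or 13) were summed, which gave 4 replicates per condition (n = 4). The paper's text does not say what these numbers count, so the p-values measure the spread between these replicates, which may be technical. The deposited values are counts of ligations per pair of fragment ends, mapped by the authors to dm6, with PCR duplicates removed by their sonication sites. Over the 4 replicates, B1 had 124318 ligations in control cells and 140352 in control cells with ecdysone. It had 143451 in cg dsRNA cells and 119572 in cg dsRNA cells with ecdysone. Single replicates held 16794 to 50638 ligations of B1 and 11601 to 42932 of B2. Contacts are given per 10000 ligations of the viewpoint, leaving out its own fragment and the 2 adjacent fragments. The X1, X2 and X3 windows held 40, 200 and 30 consecutive restriction fragments around the coordinates of Table 2, and the rest of the plotted region was divided into tiles of 50 fragments. For X1 the 200 fragments named in the legend to Fig 7C would have taken in B1 and come within 5 kb of B2, so the 40 of Fig 7D were used. The files number the fragments without coordinates, so the positions of windows and tiles are approximate, interpolated between the 5 viewpoints. Below X1 and above X3 they were extrapolated at 332 bp per fragment, so the genes named there are less certain. Changes were tested with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over the 56 windows and tiles tested for each of B1 and B2.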

To compare chromatin conformation prior to- and following exposure to the ligand, and to ask how may Cg affect this response, we used Kc167 cells, which respond well to the ligand (see below). Since our observations in polytene chromosomes suggested a connection between EcR and Cg, we selected as viewpoints into the *BR-C* locus two regions that are associated with EcR. The first viewpoint, B1 (at 1609904), was located between the distal and proximal promoters, 2 Kilo-Bases (KB) away from EcR binding sites. The second viewpoint (B2, at 1619647) was close to the proximal promoter, in a region within the first intron, which binds EcR *in-vivo* (S6 Fig) [35,36,37].

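Both viewpoints lie inside br, the gene of BR-C, which encodes zinc finger transcription factors that respond early to ecdysone. In dm6 the gene spans 1575132 to 1664869 on chromosome X. Viewpoint B2 is given at 1619649 in Table 2, 9.7 kb from B1. The gene Mur2B, from 1523554 to 1668788, is annotated over the whole of br and covers both viewpoints as well. The gene table used here gives spans without exons, introns or promoters. In control cells B2 had 97300 ligations from 10 libraries, and 99381 with ecdysone. In cg dsRNA cells it had 102496, and 95705 with ecdysone. Of the B2 ligations in control cells, 56.1% fell within the plotted region, against 51.0% of those of B1.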

We observed a domain-like contact landscape around the B1 viewpoint, with asymmetric contacts extending some ~250KB downstream (Fig 7A, color coded domainogram), and ~125KB upstream. 

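In control cells without ecdysone, contacts of B1 per restriction fragment fell with distance on both sides, by different steps. Toward higher coordinates they were 6.731 ± 1.964 (SD, n = 4) per 10000 ligations at 50 to 75 kb, and 2.092 ± 0.35 at 200 to 225 kb. At 225 to 250 kb they were 0.83 ± 0.167, and at 250 to 275 kb 0.42 ± 0.08. Toward lower coordinates they were 3.003 ± 0.541 at 75 to 100 kb and 0.657 ± 0.056 at 100 to 125 kb. They were 1.202 ± 0.188 at 150 to 175 kb and 0.263 ± 0.051 at 200 to 225 kb. The last consecutive step of 25 kb with at least 2 times the level of the outermost 100 kb ended at 300 kb toward higher and at 200 kb toward lower coordinates. With 3 times that level as the bound, the steps ended at 250 and 100 kb. With steps of 10 kb they ended at 20 kb toward higher and at 120 kb toward lower coordinates. The 20 kb came from a step below the bound, as contacts stood above it again farther out. Toward higher coordinates such steps ended at 300 kb in control cells with ecdysone. In cg dsRNA cells they ended at 280 kb, and at 260 kb with ecdysone. The extents carry no test.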

Analysis of B2 indicated several long-range contacts that were enriched over the typical domain architecture (Fig 7A, right). We selected the three loci with the strongest evidence for long-range contacts for further quantitative analysis (X1-X3). 

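Of the 3 loci, X2 and X3 stood above the fall of B2 contacts with distance in control cells without ecdysone, and X1 lay close to it. X3, in the nuclear receptor gene Hr4 (DHR4), had 1.91 times the contacts with B2 expected from its distance (2.14 ± 0.64, SD, n = 4 replicates). It ranked 7 among 413 windows of its size. X2, in CG42666, had 1.29 times the expected B2 contacts (1.33 ± 0.08, n = 4) and ranked 3 among 50 windows. X1, inside br, had 1.06 times the expected B2 contacts (1.12 ± 0.16, n = 4) and ranked 129 among 287 windows. From B1 the values were 1.38 for X2, 1.31 for X3 and 0.88 for X1. The expectation came from a lowess curve of contacts on distance over runs of 50 fragments on the same side, and no test was made. These runs took in X1, X2 and X3 themselves, which can draw the ratios toward 1. The windows that were ranked overlap and share fragments, so the ranks stand for fewer separate windows than the numbers given. Against the windows flanking each locus, X3 stood at 3.01 times for B2 and 2.26 times for B1, X2 at 1.28 and 1.06 times and X1 at 0.91 and 1.15 times. The value for X2 depended on the comparison: with a curve through the runs of both sides it was 2.42 for B2 and 2.77 for B1.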

Significantly, these three contact points constituted the three sites with the highest EcR-binding content within this ~370KB region (marked as red bars underneath X1-X3, Fig 7A, right, S6 Fig) [36,37]. Thus, the EcR binding region within *BR-C* is engaged in long-range contacts with other EcR-binding regions.

**Fig 7:**
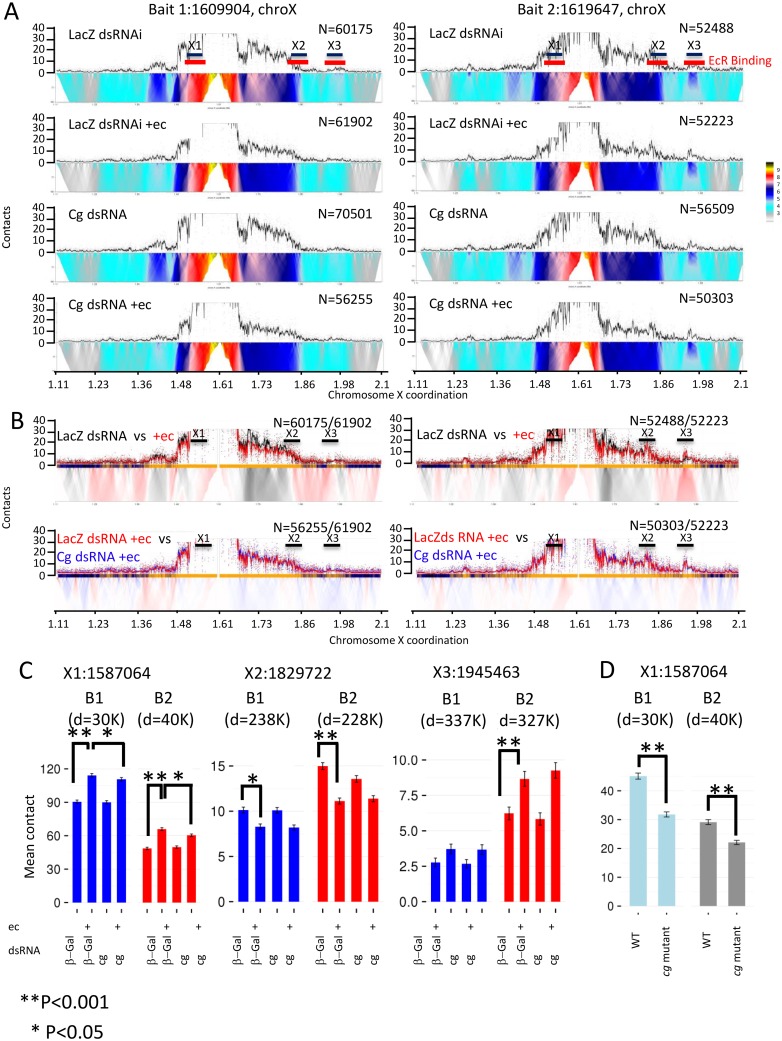
4C-seq profiles for *BR-C* locus-specific contacts in Kc167 cells and in wing imaginal discs. Regions within X chromosome are according to Ensembl_6 of GBrowse. (A) 4C domainogram for two different viewpoints (chromosome X, bait B1 1609904 on left, and bait B2 1619647 on right) and five experimental conditions are shown. The average contact intensity (smoothed number of captured ligations) is depicted as a trend with error band representing two standard deviation of the estimated mean. Raw data points are shown as small black dots. A color-coded depiction of contact intensity in increasing scales (10 to 300 restriction fragments) is shown below each trend. X1-3 indicates the position of loci we select for quantitative analysis below. N, represent the number of inferred ligation evens used to generate each profile, typically based on 1-3M sequenced reads. (B) Comparison of 4C profiles in control cells treated with ecdysone (red) to untreated cells (black, top) or treated cells in which Cg was knocked down (blue, bottom). Each comparison shows overlaid contact intensity trends on top. The domainogram is showing the differential contact intensity in increasing genomic window sizes. Red bands on the dominogram indicates contacts in the region are stronger following ecdysone treatment. (C) Bar-plots represent the mean contacts for windows X1, X2, 200 fragments per each and 30 fragments for X3. The number of contacts per window is color-coded. (D) Bar-plots representing the mean contacts for X1 with viewpoints B1 and B2 in wing imaginal discs derived from wild type and *cg*^*1*^*/cg*^*KG00882*^ animals, 40 fragments. **P<0.001, *P<0.05 (Chi-Square pair-wise test).

We compared systematically the 4C contact profiles around the B1 and B2 viewpoints between conditions, using differential contact analysis at multiple scales (Fig 7B). 

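Away from X1, X2 and X3, the contacts that changed with ecdysone in control cells were mostly lower. From B1, 10 of 53 tiles passed the test, each of them lower with ecdysone. They covered Scgdelta, a sarcoglycan gene between br and X2, where contacts went from 187.5 ± 26.2 to 97.0 ± 8.0 (SD, n = 4) per 10000 ligations. This is a log2 change of -0.95 (standard error 0.15, adjusted p = 3.3e-05 from edgeR, lower in 4 of 4 replicate pairs). The next tile of Scgdelta changed by -0.85 and the tile at CG42666 and Adar, an RNA-editing enzyme gene, by -0.94. On the other side of br, 2 tiles at futsch, a gene for a microtubule-associated protein, changed by -0.72 and -0.71. From B2, 19 of 53 tiles passed, 18 lower and 1 higher. Among the lower ones were a Scgdelta tile (log2 change -0.73) and a tile at Sik2 and moody (-0.85). The higher tile, named here after its values were seen, lies within br between X1 and B2 (log2 change 0.36, standard error 0.13, adjusted p = 0.039 from edgeR). The median log2 change over all 53 tiles was -0.19 for B1 and -0.35 for B2, and with TMM factors, which remove a shift shared by most tiles, it was 0.1 and -0.09. With those factors 3 B1 tiles were lower and 1 B2 tile was higher, while with the replicate number as a block 16 B1 and 31 B2 tiles passed. Without replicate 5, and likewise without replicate 13, 0 B2 tiles passed, and without replicate 12 there were 6. Counting each fragment end once per library gave 0 B1 and 9 B2 tiles. This count is capped at the number of ends in a tile, so it can miss changes where contacts are frequent.

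**Figure D1:**
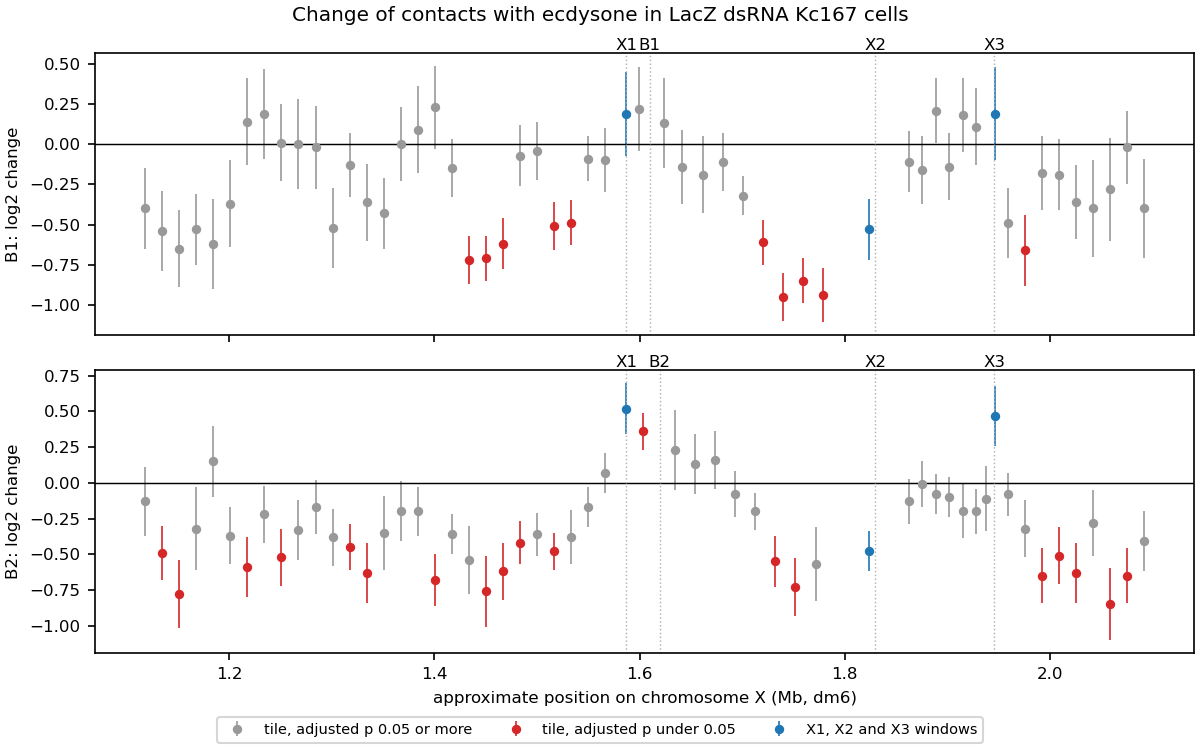
Log2 change of contacts with ecdysone in control cells for B1 (top) and B2 (bottom) against the approximate position on chromosome X in dm6, per tile and window; lines show the standard error. Red points passed the test, 10 for B1 and 19 for B2, and blue points are the X1, X2 and X3 windows.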

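Without ecdysone, no change of B1 or B2 contacts after cg knockdown passed the edgeR test at this depth, and with ecdysone a fall of B2 contacts with X1 passed in some of the fits. Without ecdysone, the 6 windows at X1, X2 and X3 changed by log2 values from -0.11 to 0.09 between cg and LacZ dsRNA cells, with adjusted p = 0.98 for each B1 window and 1.0 for each B2 window from edgeR. Of 53 tiles per viewpoint, 0 passed for B1 and 0 for B2, where 0 and 1 had an unadjusted p under 0.05. DESeq2, which scales samples by the windows and tiles themselves, gave 0 for both. With ecdysone in both groups, X1 contacts with B2 were lower in cg dsRNA cells in 4 of 4 replicate pairs. The log2 change of -0.39 (standard error 0.18) did not pass (adjusted p = 0.98 from edgeR). It was -0.35 with the replicate number as a block (adjusted p = 3.2e-05), -0.46 with each library as a replicate (0.017) and -0.31 in the chi-square test of pooled ligations (p = 1e-16), and passed in these 3. The last 2 treat libraries of the same replicate, or single ligations, as independent, so their p-values can be too small. With ecdysone, 0 B1 and 0 B2 tiles passed, 0 and 1 had an unadjusted p under 0.05, and DESeq2 again gave 0. With the block, 1 B2 tile passed with ecdysone. It lies at Scgdelta and was named after its values were seen, with a log2 change of 0.30 (standard error 0.09, adjusted p = 0.015). On data simulated from these libraries, the test found 84% of 2-fold changes for B1 and 92% for B2. It found 48% and 47% of 1.5-fold changes. The simulated counts held no structure by replicate number and no shift shared by tiles, so these shares may not hold for the real data.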

Quantitative follow up of the contact intensity at the X1, X2 and X3 loci (Fig 7C) showed that the overall contact architecture was stable. However, ligand exposure and Cg presence modified some contacts in significant ways: The closest contact (X1) was located ~30KBs upstream, next to the distal *BR-C* promoter. 

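X1, at 1587064 in dm6, lies within br, 22.8 kb from B1 and 32.6 kb from B2. Contacts of X1 with B2 rose with ecdysone in control cells, from 254.8 ± 40.3 to 366.3 ± 93.3 (SD, n = 4) per 10000 ligations. This is 43.8% more, a log2 change of 0.52 (standard error 0.18, adjusted p = 0.033 from edgeR), and contacts were higher in 4 of 4 replicate pairs. The increase was 23.0% with an X1 window of 200 fragments, 73.6% with TMM factors and 79.7% with DESeq2. Contacts of X1 with B1 were 377.2 ± 112.6 without and 429.3 ± 132.8 (SD, n = 4) with ecdysone. The difference of 13.8% did not pass (log2 change 0.19, standard error 0.26, adjusted p = 0.72 from edgeR, higher in 3 of 4 pairs), and it was smaller than the spread between replicates. It was 36.8% with TMM factors, 35.4% with DESeq2 and 22.3% without replicate 13, and did not pass in these fits. The contacts rest on 2318 and 3347 ligations of B2 and on 4357 and 5548 of B1. The exact two-sided permutation test gave p = 0.086 for B2 and 0.57 for B1, where 4 against 4 replicates allow no p below 0.029. The B2 increase did not pass without replicate 3 (log2 change 0.49, adjusted p = 0.054), 5 (0.43, 0.21) or 13 (0.62, 0.069), with only these conditions fitted (0.52, 0.058), or with each fragment end counted once per library (log2 change 0.18, adjusted p = 0.99). For B1, a chi-square test of the pooled ligations passed (p = 1.4e-09), though it leaves out the spread between replicates. Counting each end once turned the log2 change to -0.18. That count is capped at the ends in the 40 fragments, where replicate 13 held 1674 ligations without and 1526 with ecdysone. It can therefore miss a change so near the viewpoint.

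**Figure D2:**
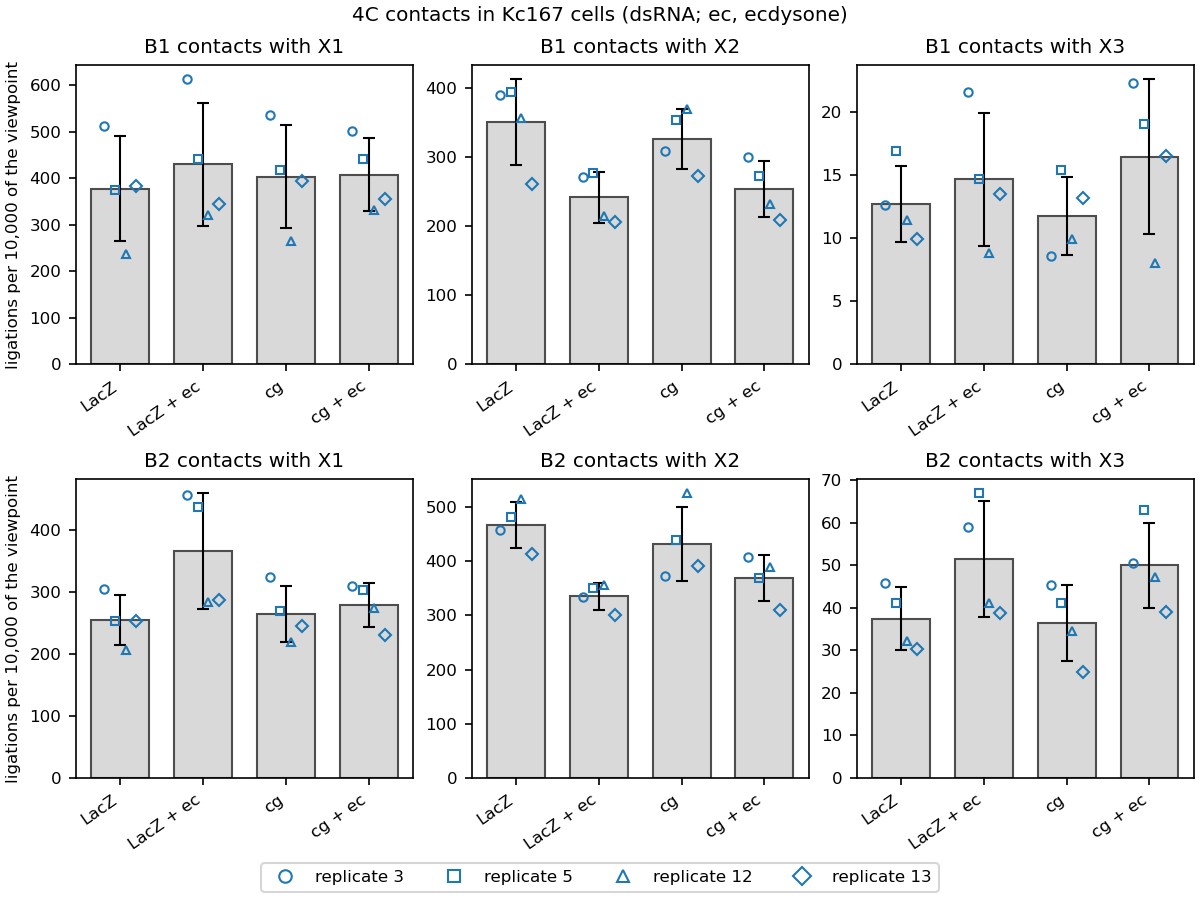
Contacts of B1 (top) and B2 (bottom) with X1, X2 and X3 in ligations per 10000 ligations of the viewpoint, for cells given LacZ or cg dsRNA without or with ecdysone (ec). Bars show the mean and SD of 4 replicates, each drawn as a point, and B2 contacts with X1 average 254.8 and 366.3 in LacZ dsRNA cells without and with ecdysone.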

Our data indicated about 27%-22% increase in the number of contacts between X1 and either B1 or B2, respectively, following ecdysone treatment (Fig 7C). 

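In cells treated with cg dsRNA, X1 contacts were close to level with and without ecdysone. Contacts with B2 were 265.0 ± 44.6 without and 279.4 ± 36.1 (SD, n = 4) with the ligand. This is a log2 change of 0.08 (standard error 0.18, adjusted p = 0.76 from edgeR), with higher contacts in 2 of 4 replicate pairs. A rise with B2 passed only with the plotted region as library size and a replicate block together, chosen after the values were seen. Contacts with B1 were 402.4 ± 110.7 and 407.7 ± 78.4 (SD, n = 4), a log2 change of 0.02 (standard error 0.26, adjusted p = 1.0 from edgeR). Compared with control cells given ecdysone, cg dsRNA cells given ecdysone had lower X1 contacts with B2 in 4 of 4 pairs. The change between the group means was -23.7%. That log2 change of -0.39 (standard error 0.18) had an unadjusted p of 0.042 and an adjusted p of 0.98 from edgeR. With the replicate number as a block it was -0.35 (adjusted p = 3.2e-05), with each library as a replicate -0.46 (0.017), and the chi-square test of pooled ligations gave p = 1e-16. The last 2 do not take the replicate as the unit. Over windows and tiles, B2 contacts centred within conditions were correlated between samples with one number (lowest 0.351), which only the block takes into account. For B1 the log2 change was -0.07 (standard error 0.26, adjusted p = 0.95 from edgeR, lower in 2 of 4 pairs), with 0.03 without replicate 3, 0.14 with each fragment end counted once and 0.04 with a window of 200 fragments.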

Notably, a significantly weaker increase was detected when cells were pre-treated with *cg* ds-RNA. Thus, exposure to ecdysone increases *BR-C* transcription and contact stability. Both these phenomena are Cg-dependent. 

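Whether cg knockdown changed the response of X1 contacts to ecdysone was tested on the difference between the ecdysone effects in cg and LacZ dsRNA cells. For B2 that difference was -0.45 on the log2 scale (standard error 0.25, adjusted p = 0.99 from edgeR, unadjusted p = 0.093). With the replicate number as a block it was -0.40 (adjusted p = 0.0035). The replicate number pairs the B2 samples in both ecdysone comparisons (lowest correlations 0.254 and 0.266), which the fit without the block leaves out. For B1 the difference between the ecdysone effects was -0.17 (standard error 0.36, adjusted p = 0.93 from edgeR), and 0.27 with each fragment end counted once per library. Contacts of B1 and B2 with other parts of the region gave 0 tiles for this difference out of 53 each, with 0 and 1 tiles at an unadjusted p under 0.05 and 0 by DESeq2. With the block 1 B2 tile passed, at Scgdelta and named after its values were seen, with a log2 difference of 0.39 (standard error 0.12, adjusted p = 0.027). From the rise of X1 contacts with ecdysone and its weaker form after cg dsRNA, together with BR-C transcription, the paper concludes that ecdysone increases both transcription and contact stability and that both depend on Cg.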

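Seen from X1, contacts with B2 were 161.4 ± 47.8 without and 215.5 ± 101.7 (SD, n = 4) with ecdysone in control cells, per 10000 X1 ligations. The log2 change of 0.41 (standard error 0.27, higher in 3 of 4 replicate pairs) did not pass (adjusted p = 0.44 from edgeR). X1 contacts with B1 were 189.1 ± 70.8 and 201.4 ± 63.6 (SD, n = 4), a log2 change of 0.09 (standard error 0.28, adjusted p = 0.90 from edgeR), higher in 3 of 4 pairs. After cg dsRNA, contacts with B2 were 156.4 ± 38.3 without and 163.8 ± 40.3 with ecdysone, and those with B1 195.6 ± 65.0 and 206.0 ± 53.0. The log2 changes were 0.07 and 0.08 (adjusted p = 0.86 for both from edgeR). Between cg and LacZ dsRNA cells given ecdysone, X1 contacts with B2 differed by -0.38 (standard error 0.27, lower in 2 of 4 pairs) and those with B1 by 0.04 (standard error 0.28), with adjusted p = 0.99 for both from edgeR. Windows at B1 and B2 held 30 fragments each, and single replicates held 5891 to 51081 ligations of X1. The B2 increase in control cells passed with TMM factors (log2 change 0.59, adjusted p = 0.025), with DESeq2 (0.69, 0.011), with the plotted region (0.60, 0.003) or chromosome X (0.47, 0.032) as library size, and with the replicate number as a block (0.31, 0.014).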

Reciprocal 4C confirmed the increased number of contacts between B1 and B2 to X1 upon ecdysone treatment and strengthened the dependency of this interaction on Cg (S7 Fig).

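Wing imaginal discs are the larval tissue that forms the adult wing and thorax. The disc profiles of Fig 7D were recomputed from 6 libraries, 3 of wild type and 3 of cg1/cgKG00882 discs, which the methods describe as dissected from 400 wild type or 200 mutant animals. Each library was taken as one replicate. Their labels carry the numbers 1 to 3, whose meaning the paper's text does not give. The B1 viewpoint had 4361, 13233 and 7205 ligations in wild type and 12074, 17024 and 10618 in mutant discs. The labels list B2 in 2 wild type libraries, with 13206 and 10514 ligations, and in all 3 mutant libraries, with 11682 to 13615. Discs were fitted apart from Kc167 cells, with the same windows, tiles and test, over 42 windows and tiles for B1 and 49 for B2 that had at least 10 ligations per library on average. An exact permutation test was not made, since 3 libraries against 3 cannot give a two-sided p below 0.1. edgeR pools its estimate of the spread over the windows and tiles of these few libraries, and very small p-values in discs rest on this pooling. They do not measure the spread between libraries for a single window or tile. On data simulated from the B1 libraries, the test found 67% of 2-fold and 25% of 1.5-fold changes. These counts were drawn without a shift shared by tiles, so the shares may not hold for the real data.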

To further substantiate the effects of Cg-depletion on the *BR-C* locus, we studied its conformation in wing imaginal discs derived from wild type and from *cg*^*1*^*/cg*^*KG00882*^ late third instar animals. At this developmental stage, ecdyosne titers are high, and *BR-C* transcription peaks. 

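In cg mutant discs, X1 contacts with B1 were lower than in wild type discs, at 588.6 ± 90.1 against 805.4 ± 84.9 (SD, n = 3 each) per 10000 ligations. This is a change of -26.9%, a log2 change of -0.45 (standard error 0.13, adjusted p = 0.0028 from edgeR). The highest mutant library, at 681.3, stood below the lowest wild type library, at 710.5. X1 contacts with B2 were not lower: they were 684.2 ± 100.8 (SD, n = 3) in mutant and 610.8 ± 44.5 (SD, n = 2) in wild type discs. The log2 change of 0.16 (standard error 0.10, higher in 2 of 2 pairs of libraries with one number) did not pass (adjusted p = 0.26 from edgeR). The values rest on 2022 wild type and 2374 mutant ligations between B1 and X1, and on 1450 and 2572 between B2 and X1. The B1 difference did not pass without wild type replicate 2 (log2 change -0.38, adjusted p = 0.055) and was -1.06 with TMM factors. For B2 it was -0.01 with TMM factors, -0.15 with DESeq2, -0.08 with each fragment end counted once and -0.24 (adjusted p = 0.014) with an X1 window of 200 fragments, but 0.23 (adjusted p = 0.025) with the plotted region as library size, 0.28 (0.043) with a replicate block and 0.16 in the chi-square test (p = 0.00043).

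**Figure D3:**
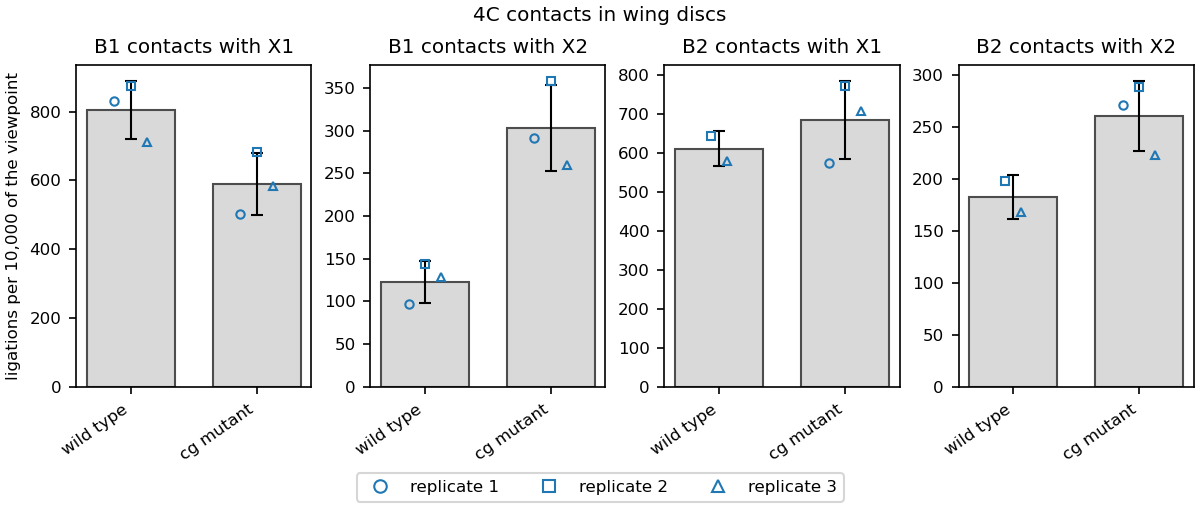
Contacts of B1 and B2 with X1 and X2 in wild type and cg mutant wing discs, in ligations per 10000 ligations of the viewpoint. Bars show the mean and SD of 3 libraries (2 for B2 in wild type), each drawn as a point, and B1 contacts with X1 average 805.4 in wild type and 588.6 in mutant discs.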

Contacts between X1 and B1 or B2 were significantly lower in *cg*-mutant animals as compared to wild type (Fig 7D). This conforms to the reduced BR-C expression and reduced EcR- binding to the locus that is observed in mutant animals. Thus, in-vivo studies confirm the dependency of contacts at the BR-C locus on normal Cg levels.

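The tiles nearest to the viewpoints, within br and Mur2B, were lower in mutant discs, as were the contacts of B1 with X1, while from B1 a tile at the far end of br was higher. From B1, contacts with the tile toward higher coordinates went from 1137.9 ± 23.7 in wild type to 694.6 ± 38.4 in mutant discs (SD, n = 3 each) per 10000 ligations. This is a log2 change of -0.71 (standard error 0.12, adjusted p = 1.1e-06 from edgeR), and the tile between X1 and B1 changed by -0.62 (adjusted p = 3.1e-05). The next tile toward higher coordinates, also in br, changed by -0.01 (adjusted p = 0.95; named after its values were seen). The one after it, which spans the end of br and dor, CG3740 and hfw, was higher by 0.83 (standard error 0.16, adjusted p = 9.2e-06 from edgeR). From B2, with 3 mutant and 2 wild type libraries, 3 tiles within br changed by -0.72, -0.69 and -0.39 (adjusted p = 4.2e-10, 4.9e-09 and 0.0046 from edgeR, with the spread pooled over tiles). Over all tiles the median log2 change was 0.56 for B1 and 0.29 for B2, and with TMM factors it was -0.05 and 0.11. With those factors the 5 lower tiles were at -1.31 and -1.23 for B1 and -0.89, -0.87 and -0.56 for B2, and the higher one at 0.23 (adjusted p = 0.19). With each fragment end counted once per library, the lower B1 tiles changed by -0.79 and -0.76 (adjusted p = 0.013 and 0.0056) and the higher one by -0.44 (0.12), while the B2 tiles, at -0.40, -0.42 and -0.37, did not pass (adjusted p = 0.17 for each). This count is capped at the number of ends in a tile, which limits it most beside the viewpoint. From the lower X1 contacts, which it sets beside the reduced BR-C expression and EcR binding of mutant animals, the paper concludes that contacts at the locus depend on normal Cg levels.

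**Figure D4:**
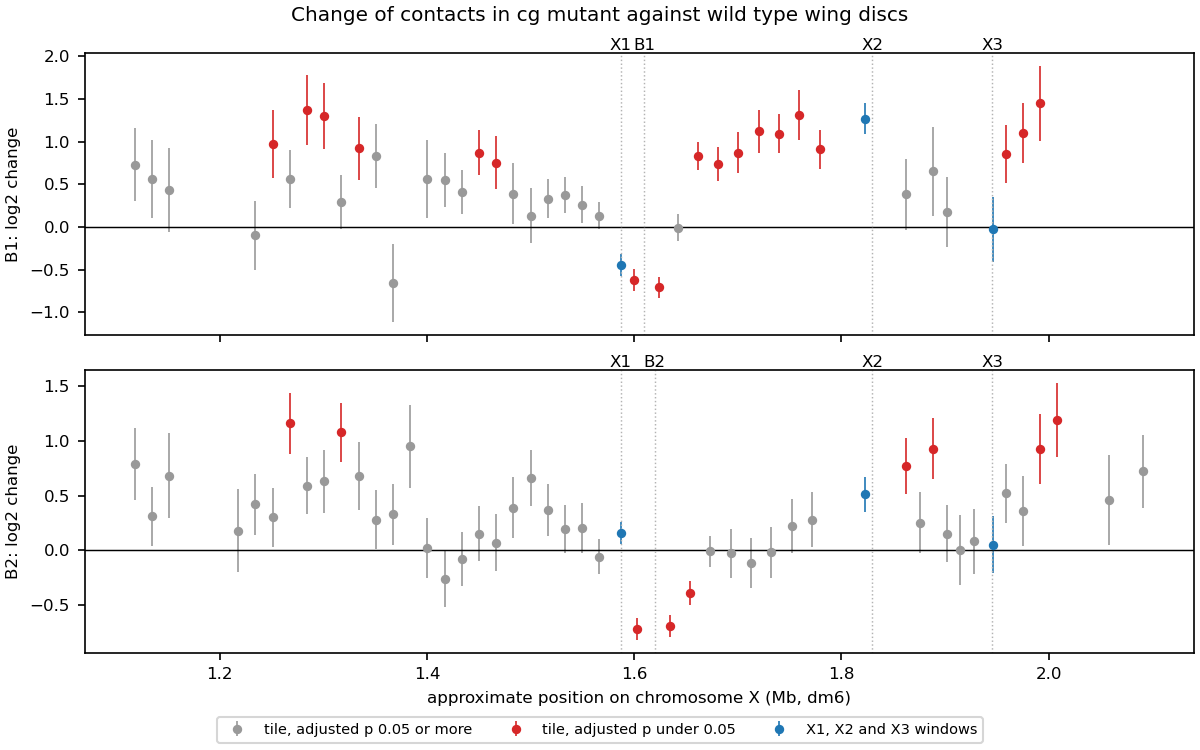
Log2 change of contacts between cg mutant and wild type discs for B1 (top) and B2 (bottom) against the approximate position on chromosome X in dm6, per tile and window; lines show the standard error. Red points passed the test, and the tiles beside the viewpoints lie below 0, at -0.71 and -0.62 for B1 and at -0.72 and -0.69 for B2.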

The second contact region (X2) was ~228KB downstream of B2, within *CG42666*, and showed an ecdysone -dependent decrease in contacts with B1 and B2 (Fig 7C). 

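X2, at 1829722 in dm6, lies in CG42666, named prage in the current annotation, which spans 1773719 to 1853667. It is 210.1 kb from B2 and 219.8 kb from B1. Contacts of X2 with B2 fell with ecdysone in control cells, from 467.2 ± 42.5 to 335.5 ± 24.7 (SD, n = 4) per 10000 ligations. This is a log2 change of -0.48 (standard error 0.14, adjusted p = 0.025 from edgeR). Contacts with B1 fell from 350.4 ± 62.2 to 242.2 ± 36.9 (SD, n = 4), a log2 change of -0.53 (standard error 0.19, adjusted p = 0.046 from edgeR). Both were lower in 4 of 4 replicate pairs, and the exact two-sided permutation test gave p = 0.029 for B2, the smallest that 4 against 4 allow, and 0.086 for B1. Relative to the shift shared by most tiles, the falls were smaller and did not pass: with TMM factors they were -0.21 (adjusted p = 0.41) for B2 and -0.24 (0.28) for B1, with DESeq2 -0.17 (0.42) and -0.25 (0.16), and with the plotted region as library size -0.40 (0.057) and -0.33 (0.12). With each fragment end counted once they were -0.24 for B2 and -0.42 for B1 and did not pass. The B1 fall was -0.54, -0.54, -0.47 and -0.58 without replicate 3, 5, 12 or 13 (adjusted p = 0.077, 0.17, 0.12 and 0.061), -0.53 with only these conditions fitted (0.14) and -0.46 with 100 fragments (0.06), past the threshold in none of these. The B2 fall was -0.48 without replicate 5 (0.13) and without replicate 13 (0.069), -0.40 with 30 fragments (0.058), -0.37 with 10 kb (0.088) and -0.40 with chromosome X as library size (0.082), also without passing.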

Finally, The most distant contact (X3) was ~327KB downstream of B2, within the first intron of *DHR4*. 

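X3, at 1945463 in dm6, lies in Hr4, the gene of the nuclear receptor DHR4, which spans 1941940 to 2007956. It is 325.8 kb from B2 and 335.6 kb from B1. It was the least frequent of the 3 contacts from either viewpoint, with 149 ligations of B1 and 340 of B2 in control cells. Contacts of X3 with B1 were 12.7 ± 3.0 without and 14.7 ± 5.3 (SD, n = 4) with ecdysone per 10000 ligations, a log2 change of 0.19 (standard error 0.29, adjusted p = 0.72 from edgeR). They were higher in 2 of 4 replicate pairs, and the log2 change was -0.02 without replicate 3. Elsewhere in Hr4, about 365.3 kb from B1, contacts fell from 31.3 ± 2.9 to 20.1 ± 5.1 (SD, n = 4), a log2 change of -0.66 (standard error 0.22, adjusted p = 0.037 from edgeR). With TMM factors the change of that tile was -0.39 (adjusted p = 0.12).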

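Contacts of X3 with B2 were 37.4 ± 7.4 without and 51.5 ± 13.6 (SD, n = 4) with ecdysone in control cells, per 10000 ligations. They were higher in 4 of 4 replicate pairs, and the group mean was 37.6% higher. The log2 change of 0.47 (standard error 0.21) had an unadjusted p of 0.035 and an adjusted p of 0.079 from edgeR, so it did not pass. In cg dsRNA cells the contacts were 36.5 ± 9.0 and 50.0 ± 9.9 (SD, n = 4), a log2 change of 0.46 (standard error 0.21, adjusted p = 0.16 from edgeR), higher in 4 of 4 pairs. The exact two-sided permutation test in control cells gave p = 0.17. In control cells the increase passed with the replicate number as a block (log2 change 0.44, adjusted p = 0.0003), with each library as a replicate (0.51, 0.014), with DESeq2 (0.78, 0.032), with a window of 15 fragments (0.59, 0.049) and in a chi-square test of 340 against 472 pooled ligations (p = 1.4e-05). The fit by library and the chi-square test do not take the replicate as the unit.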

X3 showed a significant increase in contacts with B2 upon ecdysone treatment. 

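Between cg and LacZ dsRNA cells, X2 contacts differed by log2 values of 0.07 for B1 and 0.14 for B2 with ecdysone, and by -0.10 and -0.11 without it. With ecdysone, X2 contacts with B2 were 369.5 ± 42.4 (SD, n = 4) per 10000 ligations in cg dsRNA cells, higher than in control cells in 4 of 4 replicate pairs. Those with B1 were 253.6 ± 40.8 (SD, n = 4), higher in 3 of 4 pairs. X3 contacts differed by 0.18 for B1 and -0.02 for B2 with ecdysone, and by -0.07 and -0.02 without it. None of these 8 comparisons passed, with adjusted p = 0.95 and 0.98 for B1 and 0.98 and 1.0 for B2 from edgeR, with and without ecdysone. The difference between the ecdysone effects in cg and LacZ dsRNA cells was 0.17 (adjusted p = 0.90) for X2 and 0.24 (0.90) for X3 from B1, and 0.25 (0.99) for X2 from B2. A chi-square test of pooled ligations passed for X2 with B2 given ecdysone (log2 change 0.12, p = 0.00072). For X2 with B1 given ecdysone (p = 0.036) and with B2 without it (0.021), that test passed only the 0.05 in the legend to Fig 7. The directions of 2 values depended on the setting: that of X2 with B1 was -0.04 with TMM factors and with DESeq2 and -0.02 with the plotted region as library size, and that of X3 with B2 was 0.02 with a replicate block, 0.03 with 15 fragments and 0.05 without replicate 3.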

Contacts between B1/B2 and X2 or X3 were not affected by *cg* knockdown (Fig 7C).

In summary, our 4C analysis showed a complex chromatin structure at the *BR-C* locus, featuring long-range contacts between EcR-binding regions across ~370KB. These connections are differentially modulated by exposure to ligand, but only the contacts within the *BR-C* locus are Cg-dependent. 4C profiles around *BR-C* serve as a preliminary indication to the diversity of changes both ligand and Cg confer upon the *BR-C* chromatin landscape.

### Cg is required for proper EcR response in Kc167 cells

Our results demonstrate that EcR binding regions in *BR-C* are associated with two other genes containing EcR-binding regions, and that EcR binding to chromatin depends on Cg. This prompted us to ask whether Cg and EcR might physically interact, and whether Cg may also affect the transcription of DHR4 and CG24666. Our attempts to co-immunoprecipitate EcR and Cg from either adult ovaries or Kc167 cells were unsuccessful. Thus, either the two proteins do not physically interact, or they are part of a temporally restricted or labile complex. To examine this last option, we measured EcR-Cg interactions using a proximity ligation assay (PLA), which can detect physically associated proteins without cell disruption.

Control, β-Gal ds-RNA, cells contained an average of 5.09 PLA spots located at their nuclei (n = 461 cells, Fig 8A and 8B). Treatment of control cells with 1μM ecdysone for 2 hours increased the average number of spots to 7.26 (n = 490 cells, Fig 8A and 8B). A Mann-Whitney U test determined that this change is highly significant (p vaue 3.54E-13). *cg* dsRNA cells treated with ecdysone contained only 3.27 spots on average (n = 320, Fig 8B, p value 1.06E-35, compared to ecdysone treated control cells), attesting to the specificity of the assay. Together, the PLA and polytene chromosome studies suggests that only a fraction of Cg and EcR may reside within the same complex. Some of these complexes may be preformed, while others either form de-novo, or are stabilized upon exposure to ecdysone.

**Fig 8:**
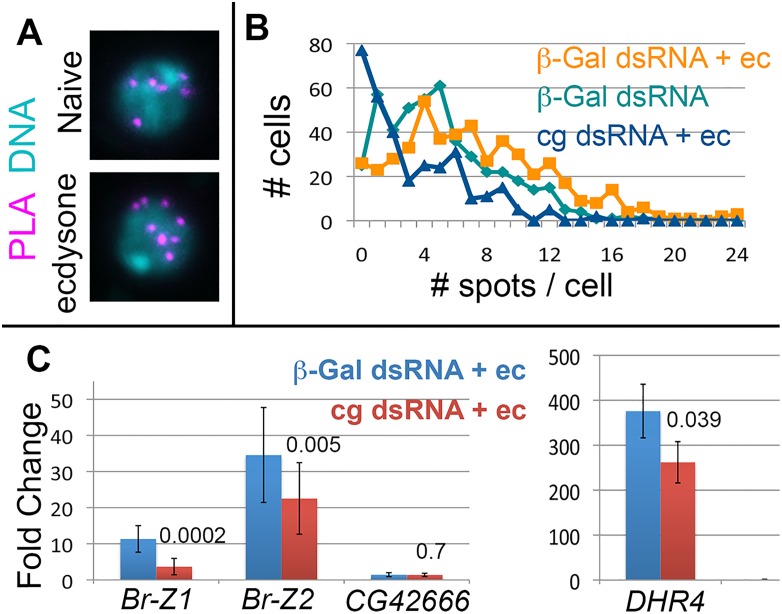
Cg is required for EcR-mediated transcription. (A) Representative data from a PLA experiment. A compression of a few Z sections is shown. PLA signal is in magenta and DNA (DAPI) is in blue. Complexes appear in control, untreated β-Gal dsRNA cells (naïve), and their numbers increase following treatment with ecdysone. (B) Summary of PLA data for control β-Gal dsRNA cells (teal), β-Gal dsRNA cells following ecdysone treatment (orange) and *cg* dsRNA following ecdysone treatment (Blue). The plot shows the number of cells (Y axis) containing a particular number of PLA spots (from 0 to 24, X axis). (C) qPCR quantification of fold-increase in *BR-Z1*, *BR-Z2*, *CG42666* and *DHR4*, following ecdysone treatment, as compared to transcripts levels in cells that were not treated by ecdysone. Control, *β-Gal*-dsRNA is in blue and *cg*-dsRNA in red. Paired t-test p values are indicated.

We next tested how may Cg affect transcription of genes in contact with *BR-C*. We first measured isoform-specific induction of *BR-C* mRNA levels upon ecdysone treatment. Control Kc167 cells treated with dsRNA against β-Gal, responded to ecdysone exposure by up-regulating both *BR-Z1* and *BR-Z2* transcripts, with *BR-Z2* induction consistently higher than *BR-Z1* (Fig 8C). When *cg* levels were reduced by *cg*-dsRNA (S8 Fig), up-regulation of either transcript was attenuated by about half (Fig 8C). The dependence of *BR-C* expression on Cg in both gonadal and Kc167 cells, which originate from embryonic blood cells, suggests that control of this locus by Cg is a ubiquitous phenomenon.

The first associated gene, CG42666, lying next to X2, was not induced by ecdysone (Fig 8C). Since contacts between BR-C and CG42666 were reduced by ligand treatment (Fig 7C), this suggests that following exposure to ligand, some long-range contacts with inactive EcR targets may be diminishing.

On the other hand, transcription of DHR4 (which encompasses X3) was greatly increased by ecdysone treatment. Induction of this gene was an order of magnitude higher than that of *BR-C* (Fig 8C). Contacts between BR-C and DHR4 increased upon ligand exposure (Fig 7). Thus, the contacts with the un-induced gene diminish, while those with the induced gene increase. Significantly, DHR4 transcriptional induction by ecdysone was reduced in *cg*-RNAi cells. Thus, Cg can affect other ecdysone-induced genes besides *BR-C*.

## Discussion

The *BR-C* locus controls a variety of processes ranging from stem cell establishment, cell death, neural network organization to animal behavior [13,18,19,20,21,22,23]. Despite its central role in fly biology, little is known about how this complex locus is being controlled. Our work shows that correct levels and function of the chromatin binding protein Combgap are required for Br-C expression. We further show that EcR-enriched regions within *BR-C* are engaged in long-range associations with each-other and with other EcR-enriched loci. Lastly, our data indicate Cg affects transcription of EcR-induced genes by controlling the access of EcR to chromatin.

### Cg and EcR-mediated *BR-C* expression

Cg is associated with the *BR-C* locus and its RNA and protein products in three different cellular systems: somatic ovarian cells, Kc167 cells and in salivary glands. One major inducer of transcription from this locus is EcR [15,17,34]. Several lines of evidence suggest that Cg effects *BR-C* via EcR. First, EcR and Cg co-localize at the *BR-C* locus. Second, we observe reduced EcR binding to polytene chromosomes in *cg* mutants. Third, EcR binding to chromatin is almost completely abolished when Cg is over-expressed in salivary glands. These changes in EcR binding to chromatin fit very well with how Cg levels affect BR-C in somatic ovarian cells. We observe a reduction in Br-Z2 levels in *cg*-mutant clones, and a complete block of all BR-C isoforms in cells over-expressing Cg. Cg levels affect EcR in a global manner, suggesting other EcR targets are likely affected. Indeed, the transcription of another EcR target, DHR4, is also reduced in *cg*-RNAi Kc167 cells.

Lastly, the PLA approach suggests that at least some nuclear complexes contain both EcR and Cg. It is likely that EcR and Cg do not directly bind each other, as co-IP approaches failed to establish a direct connection. In addition, Cg is not dedicated exclusively to the ecdysone pathway, and also affects Wingless and Hedgehog target genes [2,3,4]. Indeed, the amount of PLA spots and co-stained bands in salivary glands suggest that only a minor fraction of Cg is engaged in such stable complexes. We hypothesize Cg may have pleiotropic roles, and engage in different or more general complexes. Indeed, a recent publication identified Cg as a PRE-binding protein, and as co-localizing with pleiohomeotic and polyhomeotic (Ph) [38]. It is unclear if this interaction overlaps with how Cg affects EcR and the *BR-C* locus, or if it represents an entirely independent function. The exact biochemical function of Cg as a more general mediator of protein binding onto chromatin requires further investigation.

### Association between EcR-enriched loci

4C analysis shows that EcR-enriched regions within the first intron of *BR-C* contact EcR-enriched binding site close to the distal *BR-C* promoter, ~30KBs upstream. The interactions between these EcR-enriched regions existed in Kc167 cells prior to exposure to ecdysone, but increased following ligand binding. Our results support a model where the chromatin is pre-programmed for specific transcriptional responses, and ligand exposure can modulate the intensity of these pre-formed connections. The ecdysone response is rapid, and would benefit from a pre-arranged chromatin structure that enables a coordinated transcriptional response for the hormone.

The contacts of EcR-enriched regions between *BR-C*, *CG42666* and *DHR4* suggest that BR-C is transcribed in association with other genes, or in a ‘multigene’ complex. Such complexes are prevalent in mammalian genomes [39]. Interestingly, contact intensity increases upon ecdysone treatment for *BR-C* and *DHR4*, the two genes displaying ecdysone-induced transcription. Contacts intensity is reduced for *CG42666*, which does not respond to ecdysone treatment. At this stage we cannot determine whether the changes in chromosome conformation participate in regulating ecdysone-induced transcription.

Within the *Br-C* locus, increased contact intensity is Cg-dependent. The decreased intensity following *cg*-reduction is observed in both Kc167 cells, and to a larger extent, in *cg*-mutant animals. The consistency of the effect in cells of different origin suggests that Cg affects the conformation of DNA at the BR-C locus in a global manner. The larger effect in the mutant animals is likely due to the inefficiency of the dsRNA technique in tissue culture.

Unlike the contacts between the distal *BR-C* promoter and the *BR-C* first intron, the contacts with *DHR4* are Cg-independent. As Cg affects the transcription of both *BR-C* and *DHR4*, this adds to the complexity of the regulatory interactions in this region. In a similar vein, qPCR measurements show an order of magnitude difference in ecdysone induction levels between *BR-C* and *DHR4*. Thus, induction strength is not determined in this case by the association *per-se*, but by individual promoters and/or the existence of other elements such as insulators, which participate in ecdysone-induced chromatin looping [35,40]. Whether Cg may participate in these complexes or even mediate some or their differences await biochemical analysis.

### Cg, *BR-C* transcription, and gonad morphogenesis

While qPCR measurements in Kc167 cells show *cg*-dsRNA reduces transcription of both *BR-Z2* and *BR-Z1*, protein measurements in somatic ovarian clones show a marked reduction only for BR-Z2 protein levels. One option to explain this difference involves the smaller reduction of *BR-Z1* transcripts in *cg*-dsRNA as compared to *BR-Z2*. This smaller difference may still be detected by qPCR, but not by antibodies. A second, not mutually exclusive explanation may be connected to post-transcriptional control. The reduced *BR-Z1* levels may trigger some compensation at the level of splicing or protein translation. Alternatively, the manner by which Cg controls transcription from the *BR-C* locus in ovarian and Kc167 cells may be somewhat different.

BR-Z1 protein levels are reduced in whole-body mutants but not in clones, suggesting a systemic component for *cg*-depletion on ovarian *BR-C* transcription. During late larval stages, BR-C acts in a feed-forward loop, augmenting ecdysone production [41]. Cg may therefore affect ovarian *BR-C* expression both autonomously and systemically. An antagonistic effect may be caused by DHR4, which is a negative regulator of ecdysone production [42] and is also reduced by *cg*-depletion. How these two opposing effects balance out in the prothoracic gland, which synthesizes ecdysone, remains to be investigated. However, *cg*-mutant larvae, which do not pupariate, suggest that Cg depletion results in insufficient ecdysone production.

Finally, our previous work showed that ecdysone signaling promotes three processes during gonadal development: gonadal growth, niche differentiation, and PGC differentiation. ecdysone signaling in the larval ovary promotes BR-Z1 expression exactly at the time when niches and PGCs differentiate. This suggests that BR-Z1 is necessary for stem cell unit differentiation. Indeed, expression of a dominant negative EcR abolishes both BR-Z1 expression and stem cell unit differentiation [13]. BR-Z2 is expressed even prior to stem cell unit differentiation, and therefore cannot be sufficient to induce differentiation. However, BR-Z2 may still be necessary for the correct differentiation of niches and PGCs, together with BR-Z1. Indeed, BR-Z2 could partially rescue both ovarian growth and niche differentiation.

One important difference between the effects of BR-C and Cg on gonad morphogenesis is that while both factors promote ovarian growth and niche formation, Cg retards PGC differentiation while BR-C promotes it. This suggests that Cg affects other targets important for gonadal growth. Previous work uncovered many signaling pathways that are important for niche formation and GSC establishment [7]. Understanding how these pathways converge to form the organized organ is crucial for basic understanding of organogenesis and for applications in regeneration. Uncovering how pleiotropic proteins such as Cg contribute to coordinated transcription and hence to organogenesis will be part of this effort.

## Materials and Methods

### Fly stocks

*cg*^*KG00882*^, *cg*^*1*^, *FRT42D*, *FRT42D*,*ubi*-GFP, Cg-GFP (*cg*^*CC01469*^), *cg-RNAi* (*cg*^*HMS01145*^), UAS-Br-Z1, UAS-Br-Z3, UAS-Br-Z4 were from the Bloomington Stock collection. *cg*^*2*^ was from Dr. William J. Brook (University of Calgary, Canada), *tj*-Gal4, *nos*-Gal4 from Dr. Ruth Lehmann (NYU, USA), *c587*-Gal4 was from Dr. Ting Xie (Stwoers Institute, USA), UAS-Cg (P{y+, Mae-UAS6.11}Cg was from Dr. John Merriam (UCLA, USA). UAS-Br-Z2 was prepared as follows: br-Z2 cDNA in pBS(SK-)was obtained from Dr. Lauren von Kalm (UCF, USA). Br-Z2 was PCR-amplified using the forward primer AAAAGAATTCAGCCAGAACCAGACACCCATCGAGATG and the reverse primer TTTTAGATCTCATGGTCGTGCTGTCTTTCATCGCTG. The PCR product was suBR-Cloned into pUAStattB via the BglII and EcoRI sites. Injection of UAS-Br-Z2 into the attP2 site on the third chromosome were performed by Genetic Services (Sudbury, MA, USA).

### Larval dissections and staining

Larval developmental timing was determined as described previously [13]. In short, crosses were performed in bottles, to ensure a sparse larval population. In these strict under-crowded conditions, larval development is uniform. Laying was performed for two hours, and eggs were allowed to mature at 25°C until late third instar (120 h after laying). *cg* mutants, which do not pupariate, were dissected 5–7 days after laying. Females were dissected and stained as previously described [13,43].

### Antibodies

Generation of BR-Z2-specific antibodies was according to [44]: The Br-Z2 isoform-specific region was PCR amplified (forward primer: GGATCCAAGGAAACTCGCCCAAGAAACTC, reverse primer: GAATTCTGCTGTGGCTGTTGGCTTTGC). The amplified region was cloned using BamHI and EcoRI, into pGEX-3X bacterial expression vector in E. coli BL21 strain. Bacterial cultures were grown until OD_600nm_ 0.5 and induced with 2mM IPTG for 4h. GST fusion proteins were purified on glutathione agarose (Sigma). The purified GST-BrZ2 was used to immunize New Zealand female rabbits. The first injection was in Freund's complete adjuvant and the boost, spaced for at least 3 weeks, was in Freund's incomplete adjuvant. A total of 3 boosts were performed and sera taken 2 weeks after the last boost was tested for immunoreactivity against the injected proteins. The resulting Ab reacts specifically with Br-Z2 (S9 and S10 Figs).

Anti-Cg (1:1000) was a kind gift from Dr. William J. Brook (University of Calgary, Canada), Rabbit-anti-GFP (1:1000) was from Invitrogen, Rabbit-anti-Vasa (1:5000) was a gift from Dr. Ruth Lehmann (NYU, USA), Guinea Pig anti-Tj (1:7000) was a gift from Dr. Dorothea Godt (Univeristy of Toronto, Canada). The following monoclonal antibodies were obtained from the Developmental Studies Hybridoma Bank, developed under the auspices of the NICHD and maintained by the University of Iowa, Department of Biology: anti-En (4D9, 1:20), anti-Hts (1B1, 1:20), anti-BR-C (25E9.D7, 1:10), anti-Br-Z1 (Z1.3C11.OA1, 1:10), anti-Orb (6H4, 1:20), anti-EcR.C (AG10.2, 1:20). Larval ovaries staging and staining was as previously published [13].

### qPCR

0.4x10^6^ cells were seeded together with the dsRNA and RNA isolated 3 days later using PerfectPure RNA cultured cell kit (5Prime) according to manufacturer’s instructions. Reverse transcription was performed with the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems). qPCR employed SYBR Green (Invitrogen) with the following primers (forward and Reverse) RpS17: CAAGATTGCCGGCTATGTCA and CCTGCAACTTGATGGAGATACCA. Combgap: TCCCCGAAGACCGAACTACA and GTACGGGCGTTCCTTCTTGA, CG42666: GGGCTAGGGACGACAGTTT and GTTTGGAAGCTCGCTACTGG, DHR4: CGCTCCTACCTGCAAAACTC and CACGAAGGGCACATAGAACA, or the Taqman assay: RpL32 (Dm02151827), Br-Z1 (Dm01837161_m1), Br-Z2 (Dm01821011_m1). Q-PCR was performed in Applied Biosystems’ StepOne TM, analyzed by DDCT and normalized to RpS17 or RPL32. For statistical analyses, two-tailed student’s T-test were performed. P values are indicated.

### Tissue culture

Kc167 cells were maintained at 25°C in *Shields and Sang* M3 insect medium (Sigma) containing 10% fetal bovine serum (Gibco) and 1% penicillin–streptomycin (Gibco). For RNAi, dsRNA synthesis was according to DRSC protocol using Readymix (Sigma), MEGAscript T7 kit (Ambion) and RNAeasy (Qiagen). Amplicons from the DRSC database DRSC32301 for *combgap* and DRSC24562 for *β-Gal* were used. 2 μg of dsRNA against either *combgap* or *LacZ* together with 2 μl DharmaFECT4 (Dharmacon) were applied to 0.4x10^6^ cells in 12-well plates. Cells were exposed to dsRNA for 72 hours and then 1μM ecdysone or control 95% Ethanol were added to the medium for 2 hours. Following ecdysone exposure, cells were harvested for qPCR.

### Proximity ligation assay (PLA)

PLA was performed according to manufacturer’s specifications using the Duolink kit (Sigma-Aldrich) with the PLA probe anti-Rabbit PLUS (DUO92002), the anti mouse Minus (DUO92004) and the detection reagent red (DUO92008). First antibodies used were Rabbit-anti-Cg (1:1000) and mouse-anti-EcR (1:20).

### 4C-Seq

The preparation of 4C template (five biological repeats) was performed as described previously [45], with some modifications. 5X10^6^ Kc167 cells were fixed and following cross-linking, the DNA was digested by the 4 cutter restriction enzyme DpnII (NEB), ligated by high concentrated T4 ligase (NEB). The ligation products were sonicated in to fragments at the average length of 500 bp, end repaired by fill-in and exonuclease reaction and then ligated to an adaptor sequence for the Illumina Trueseq process. 150–200 ng of the resulting 4C template were used for 2 sequential PCR reactions. The first PCR was performed by primers designed to target the region of our interest and illumina Truseq enrichment PCR primer 2. In the second PCR, we used primers that include the sequence illumina Truseq universal adapter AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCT followed by specific internal sequence together with illumina Truseq enrichment PCR primer 2 (see below). The primers for the first PCR were designed to target region that is far by 80 to 98 bp from the DpnII site. The primers (internal primes) for the second PCR were designed to target the region that is far by around 3–80 bp from the same DpnII site.

The primers that were used for two BR 4C viewpoints (B1, B2) and for the primers that were used for three contact regions (X1, X2, X3) are listed in the following table 2.

**Table 2:** Primers used for 4C analysis.

	ChroX coordinate	Forward primer	Internal sequence of the nested forward primer
B1	1609904	TCGTGCACTTGACTATCTTCGTG	TCGTGCACTTGACTATCTTCGTG
B2	1619649	GAAGCGAGACAAAAGTGGTGAGG	ATAGTTCCAGACAGGAAAGAGGGG
X1	1587064	TCAAAGTCGGGCACTATATGTTGTGTG	CAACGCCCGATTTCAACAAAGATTC
X2	1829722	CTTGGCCAATTACTATGTGAAATCCCG	GTACATGCCTCCCTTCCCCCGCACTT
X3	1945463	TTGTCACAGCTATCAAATGGCAAGAGG	TCCTTTCAACTTAGCCCGAGATTCGAT

Sequenced products were mapped to the genome using an in house pipeline (available upon request), and the precise sonication sites were used to eliminate PCR duplicates. 4C domainograms [46] show a smoothed contact intensity profile with gray error band representing 2 SD on the estimated mean contact intensity in a running window. It also shows a color-coded visualization of contact intensities in a series of increasing scales (from 10 restriction fragments to 300 restriction fragments). As the modified protocol provide precise control over PCR duplicates, linear means of the number of ligation evens per restriction fragment within windows can be used. Similarly, statistical tests comparing the total number of ligations in a given window between two conditions (following normalization for total sequence coverage) are robust. This was reconfirmed for the current experiments by quantifying technical variance on triplicate experiments.

### Imaginal Discs harvesting for 4C analysis

Inverted head segments of 400 OR (wild type) or 200 *cg*^*KG000882*^/*cg*^*1*^ animals were fixed in 2% formaldehyde in PBS (20 min., Room Temperature). Fixed tissue was then washed twice with PBS/125mM Glycine/0.01% Triton-X-100, and a third time with PBS. Samples were washed again with PBS/1% protease inhibitor cocktail (P8340, Sigma). Wing Imaginal discs were then dissected out and placed in an eppendorf tube. Excess fluid was removed and tissues were snap-freezed in Liquid Nitrogen and stored at -80°C. To prepare DNA, discs were thawed on ice and centrifuged at 13,000 rpm for 20 sec. Excess fluid was discarded. Discs were resuspended in 50 ul lysis buffer (10 mM Tris-HCl pH 8.0, 10 mM NaCl, 0.2% Igepal CA360 (Sigma I8896)), and 10 ul/ml of protease inhibitors (Sigma P8340). Discs were homogenized with a plastic motorized pestle (3X2min). Following a brief centrifugation, 500 ul of lysis buffer and 50 ul of protease inhibitors were added and the suspension was centrifuges at 5000 rpm for 5 min, at RT. Lysate was washed twice with ice-cold 1.2X NEBuffer 3 at 5000 rpm, 5 min, at RT, and resuspended in 500 ul NEBuffer 3, supplemented with 7.5 ul 20% SDS. Mixture was incubated at 37°C, rotating at 900 rpm for 1h in a Thermomixer, followed by an addition of 50 ul of 20% T-X-100 and an additional incubation at 37°C, rotating at 900 rpm for 1h in a Thermomixer. Lysate was digested with 400 U of DpnII at 37°C, 900 rpm overnight in a Thermomixer. Enzyme inactivated at 65°C, 20 min. Ligation and continuation of the 4C protocol was as performed for KC cells.

### Polytene chromosome squash

Larvae were grown at 18°C in a non-crowded culture. Wandering 3^rd^ instar larvae were washed and dissected in Ringer’s buffer. Extracted salivary glands were spread according to published protocol [47]. Rabbit-anti-Cg (1:1000) and mouse-anti-EcR (1:20) were used to localize EcR and Cg to the *broad* locus, and DAPI staining was used to highlight the banding pattern. The *br* locus was identified by the banding pattern that is specific to the tip of the X chromosome and by the puffing pattern specific to the ecdysone response at late third instar.

## Supporting Information

S1 Fig Cg is required in somatic cells. In all panels, anti-Cg is in green. (A) Anti-Hts (magenta) outlines somatic cells and fusomes within PGCs. The germline driver *nos*-Gal4 removes Cg specifically from PGCs (outlined in A, A’). Fusomes in PGCs remain spherical (inset) showing germ cells have not differentiated into cysts. (B, B’) Control LL3 ovaries showing Cg in all nuclei and well-formed TFs (anti-En, magenta). (C, C’) the somatic driver *tj*-Gal4 drives both DicerII and an RNAi construct directed against Cg. Cg is still apparent in germ cell nuclei and in anterior nuclei where tj-Gal4 is not expressed. However, remnants of Cg protein can still be seen in nuclei throughout the ovary. (D, D’) tj-Gal4 drives DicerII and GFP^RNAi^ in Cg-GFP ovaries. Cg is still expressed in PGCs, while very little Cg can be observed in somatic nuclei. PGCs do not differentiate and carry spherical fusomes (D’, arrowheads, anti-Hts, magenta).
(TIF)

S2 Fig Cg mutants become giant larvae. *cg*^*1*^ or *cg*^*KG00882*^ alleles were balanced on the attached chromosome SM6a-TM6,Tb, such that homozygous larvae were easily recognized by their lack of Tb phenotype. A control LacZ larva at the wandering stage, 5 days after egg laying is shown for comparison. *cg*^*1*^ or *cg*^*KG00882*^ giant larvae were collected from a bottle 8 days after egg laying. The mutants were still at the larval stage, while their heterozygote siblings were already pupae.
(TIF)

S3 Fig Br-Z1 is not reduced in *cg*-mutant clones. In all panels, Anti-Br-Z1 is in magenta and anti-GFP is in green. Mutant cells lack GFP and are outlined. Similar levels of Br-Z1 protein are present in *cg*^*KG00882*^ (A, A’) or *cg*^*2*^ (B, B’) mutant clones as compared with their WT neighbors. Bar is 10 μm for all panels.
(TIF)

S4 Fig Partial rescue of gonad morphogenesis by Br-Z2 over-expression. Anti-Br-Z2 is in green or grey. Anti-Hts outlines somatic cells and labels fusomes within PGCs (magenta in A, B, C, D). Anti-En (magenta in A”, B”, C”, D”) labels TFs. (A, A’, A”) control ovaries, showing normal Br-Z2 expression and normal TFs. (B, B’, B”) Over-expression of Br-Z2 in a WT background, showing that over-expressing this protein does not result in a large BR-Z2 increase above WT levels and does not change normal ovarian development. (C, C’, C”) *cg*-mutant ovaries showing reduced size, severe defects in TF formation, no posterior somatic cells, and very little expression of Br-Z2. (D, D’, D”) *cg*-mutant ovaries over-expressing Br-Z2, ovaries increase in size compared to *cg*-mutants (compare to S4C), contain more TFs (compare to S4C”, Table 1), and have a sizable population of posterior somatic cells. However, rescued ovaries do not reach the advanced developmental stage of WT ovaries (compare to S4A).
(TIF)

S5 Fig Reduced Cg and EcR binding to polytene chromosomes in *cg* mutants. Spreads of polytene chromosomes from salivary glands were stained with Dapi (white), anti-Cg (green) and anti-EcR (magenta). Glands were stained and imaged using the same confocal settings and on the same day as those of WT (Compare to Fig 6). Cg staining is weaker than WT in the *cg*^*1*^*/cg*^*2*^ (A-A”‘) and *cg*^*2*^*/cg*^*KG00882*^ (B-B”‘). The weakening in EcR staining correlates with the level of Cg protein remaining on the polytene chromosomes.
(TIF)

S6 Fig Location of viewpoints and X1-X3 in relation to the *BR-C* locus. Gene structure and genomic positions are according to release 6. The locations of the EcR-enriched binding regions are in red, and the viewpoints are in blue.
(TIF)

S7 Fig Reciprocal 4C for X1-X3 with B1/B2 within the *BR-C* locus. Bar plots showing the mean contact of the viewpoints (X1, X2, X3) with B1 and B2. For windows B1, B2, interaction with X1 30 fragments per each and 200 fragments for X3 interaction with B1, B2. While the number of contacts between B1/B2 and X2/X3 is low, the tendencies of interactions remain similar in the reciprocal 4C. *P<0.001 (Chi-Square pair-wise test).

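Seen from X2, contacts with B1 and B2 were lower with ecdysone in control cells, and seen from X3 they were slightly higher, though no difference passed the test. X2 contacts with B1 were 281.6 ± 55.6 without and 195.5 ± 21.6 (SD, n = 4) with ecdysone per 10000 X2 ligations. The log2 change was -0.52 (standard error 0.17, adjusted p = 0.099 from edgeR), with lower contacts in 4 of 4 replicate pairs. X2 contacts with B2 were 286.8 ± 46.4 and 211.4 ± 23.2 (SD, n = 4), a log2 change of -0.43 (standard error 0.15, adjusted p = 0.14 from edgeR), lower in 4 of 4 pairs. X3 contacts with B1 were 75.1 ± 13.0 and 84.5 ± 13.7 (SD, n = 4), a log2 change of 0.16 (standard error 0.15, adjusted p = 0.41 from edgeR), higher in 2 of 4 pairs. X3 contacts with B2 were 78.3 ± 13.0 and 87.8 ± 14.0 (SD, n = 4), a log2 change of 0.15 (standard error 0.14, adjusted p = 0.41 from edgeR), higher in 2 of 4 pairs. The windows held 200 fragments, a size the legend does not state for X2, so that those at B1 and B2 overlap and their values are not independent. The X2 falls passed with a replicate block (adjusted p = 2e-05 for B1 and 0.00023 for B2), with each library as a replicate (0.0021 and 0.0036) and in the chi-square test (1.3e-30 and 1.9e-21). The last 2 do not take the replicate as the unit. The X3 increases passed with TMM factors (log2 change 0.58, adjusted p = 0.00043 for B1, and 0.52, 0.0017 for B2), with DESeq2 (0.55, 0.0017 and 0.55, 0.00016) and with the plotted region as library size (0.51, 0.0024 and 0.50, 0.00037).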

(TIF)

S8 Fig Reduction of *cg* expression in Kc167 cells. Cells were treated with either control, β-Gal ds-RNA or with *cg* ds-RNA. *cg* mRNA levels were measured by qPCR. The data presented is derived from 5 biological repeats.
(TIF)

S9 Fig Specificity of anti-Br-Z2 antibodies. Ovaries were stained with Anti-Br-Z2 (green or white) and with anti-Hts (magenta). PGCs are outlined. Control ovaries (nos-Gal4>b-Gal) show anti-Z2 expression only in somatic cells, but not in PGCs. Each of the four BR-Z isoforms was expressed in germ cells using the driver nos-Gal4. The BR-Z2 antibody stains germ cells only upon expression of BR-Z2, attesting to the specificity of the antibody.
(TIF)

S10 Fig Specificity of anti-Br-Z2 antibodies. Western Blot analysis of imaginal discs using various anti-Br antibodies. Anti-BR-C recognizes the two major BR-C isoforms that are expressed in the discs (BR-Z1 and BR-Z2, indicated). Anti-BR-Z2 and anti-BR-Z1 each recognizes an individual isoform.
(TIF)

S1 Video Third instar wild type gonads of the genotype dicer2; *t**j*-Gal4, Cg-GFP; UAS-β-Gal were dissected and stained with anti-En (magenta), which labels TFs. A complete Z section of a representative gonad is shown. TFs are regularly spaced and have all matured.
(AVI)

S2 Video Third instar gonads of the genotype dicer2; *t**j*-Gal4, Cg-GFP; UAS-GFP^RNAi^, in which *cg* is reduced, were dissected and stained with anti-En (magenta), which labels TFs. Gonads are smaller than WT (compare to S1 video). Less TFs are present than in WT ovaries. While some TFs are long and mature, others are shorter.
(AVI)

## References

[1] LindsleyDL, ZimmGG (1992) The Genome of Drosophila melanogaster. San Diego: Academic Press.

[2] SongY, ChungS, KunesS (2000) Combgap relays wingless signal reception to the determination of cortical cell fate in the Drosophila visual system. Mol Cell 6: 1143–1154. 10.1016/S1097-2765(00)00112-X 11106753

[3] CampbellGL, TomlinsonA (2000) Transcriptional regulation of the Hedgehog effector CI by the zinc-finger gene combgap. Development 127: 4095–4103. 1097604210.1242/dev.127.19.4095

[4] SvendsenPC, MarshallSD, KybaM, BrookWJ (2000) The combgap locus encodes a zinc-finger protein that regulates cubitus interruptus during limb development in Drosophila melanogaster. Development 127: 4083–4093. 1097604110.1242/dev.127.19.4083

[5] GilboaL, LehmannR (2006) Soma-germline interactions coordinate homeostasis and growth in the Drosophila gonad. Nature 443: 97–100. 10.1038/nature05068 16936717

[6] ZhuCH, XieT (2003) Clonal expansion of ovarian germline stem cells during niche formation in Drosophila. Development 130: 2579–2588. 10.1242/dev.00499 12736203

[7] GilboaL (2015) Organizing stem cell units in the Drosophila ovary. Curr Opin Genet Dev 32C: 31–36. 10.1016/j.gde.2015.01.005 25703842

[8] LengilT, GanczD, GilboaL (2015) Activin signaling balances proliferation and differentiation of ovarian niche precursors and enables adjustment of niche numbers. Development 142: 883–892. 10.1242/dev.113902 25633355

[9] GodtD, LaskiFA (1995) Mechanisms of cell rearrangement and cell recruitment in Drosophila ovary morphogenesis and the requirement of bric a brac. Development 121: 173–187. 786749810.1242/dev.121.1.173

[10] Sahut-BarnolaI, DastugueB, CoudercJ-L (1996) Terminal filament cell organization in the larval ovary of Drosophila melanogaster: ultrastructural observations and pattern of divisions. Roux's archives of developmental biology 205: 356–363. 10.1007/BF0037721528306086

[11] Sahut-BarnolaI, GodtD, LaskiFA, CoudercJL (1995) Drosophila ovary morphogenesis: analysis of terminal filament formation and identification of a gene required for this process. Dev Biol 170: 127–135. 10.1006/dbio.1995.1201 7601303

[12] GreenDA2nd, ExtavourCG (2012) Convergent evolution of a reproductive trait through distinct developmental mechanisms in Drosophila. Dev Biol 372: 120–130. 10.1016/j.ydbio.2012.09.014 23022298

[13] GanczD, LengilT, GilboaL (2011) Coordinated regulation of niche and stem cell precursors by hormonal signaling. PLoS Biol 9: e1001202 10.1371/journal.pbio.1001202 22131903PMC3222635

[14] SongX, ZhuCH, DoanC, XieT (2002) Germline stem cells anchored by adherens junctions in the Drosophila ovary niches. Science 296: 1855–1857. 10.1126/science.1069871 12052957

[15] ChaoAT, GuildGM (1986) Molecular analysis of the ecdysterone-inducible 2B5 "early' puff in Drosophila melanogaster. EMBO J 5: 143–150. 300711110.1002/j.1460-2075.1986.tb04188.xPMC1166706

[16] BayerCA, HolleyB, FristromJW (1996) A switch in broad-complex zinc-finger isoform expression is regulated posttranscriptionally during the metamorphosis of Drosophila imaginal discs. Dev Biol 177: 1–14. 10.1006/dbio.1996.0140 8660872

[17] DiBelloPR, WithersDA, BayerCA, FristromJW, GuildGM (1991) The Drosophila Broad-Complex encodes a family of related proteins containing zinc fingers. Genetics 129: 385–397. 174348310.1093/genetics/129.2.385PMC1204631

[18] KarimFD, GuildGM, ThummelCS (1993) The Drosophila Broad-Complex plays a key role in controlling ecdysone-regulated gene expression at the onset of metamorphosis. Development 118: 977–988. 807652910.1242/dev.118.3.977

[19] ConsoulasC, LevineRB, RestifoLL (2005) The steroid hormone-regulated gene Broad Complex is required for dendritic growth of motoneurons during metamorphosis of Drosophila. J Comp Neurol 485: 321–337. 10.1002/cne.20499 15803508

[20] MirthCK, TrumanJW, RiddifordLM (2009) The ecdysone receptor controls the post-critical weight switch to nutrition-independent differentiation in Drosophila wing imaginal discs. Development 136: 2345–2353. 10.1242/dev.032672 19515698PMC2729347

[21] SchubigerM, CarreC, AntoniewskiC, TrumanJW (2005) Ligand-dependent de-repression via EcR/USP acts as a gate to coordinate the differentiation of sensory neurons in the Drosophila wing. Development 132: 5239–5248. 10.1242/dev.02093 16267093

[22] ZengX, HouSX (2012) Broad relays hormone signals to regulate stem cell differentiation in Drosophila midgut during metamorphosis. Development 139: 3917–3925. 10.1242/dev.083030 23048182PMC3472594

[23] JiangC, LamblinAF, StellerH, ThummelCS (2000) A steroid-triggered transcriptional hierarchy controls salivary gland cell death during Drosophila metamorphosis. Mol Cell 5: 445–455. 10.1016/S1097-2765(00)80439-6 10882130

[24] KaiT, SpradlingA (2004) Differentiating germ cells can revert into functional stem cells in Drosophila melanogaster ovaries. Nature 428: 564–569. 10.1038/nature02436 15024390

[25] GilboaL, LehmannR (2004) Repression of primordial germ cell differentiation parallels germ line stem cell maintenance. Curr Biol 14: 981–986. 10.1016/j.cub.2004.05.049 15182671

[26] LantzV, ChangJS, HorabinJI, BoppD, SchedlP (1994) The Drosophila orb RNA-binding protein is required for the formation of the egg chamber and establishment of polarity. Genes Dev 8: 598–613. 10.1101/gad.8.5.598 7523244

[27] ForbesAJ, SpradlingAC, InghamPW, LinH (1996) The role of segment polarity genes during early oogenesis in Drosophila. Development 122: 3283–3294. 889824010.1242/dev.122.10.3283

[28] HodinJ, RiddifordLM (2000) Different mechanisms underlie phenotypic plasticity and interspecific variation for a reproductive character in drosophilids (Insecta: Diptera). Evolution 54: 1638–1653. 10.1111/j.0014-3820.2000.tb00708.x 11108591

[29] MorinX, DanemanR, ZavortinkM, ChiaW (2001) A protein trap strategy to detect GFP-tagged proteins expressed from their endogenous loci in Drosophila. Proc Natl Acad Sci U S A 98: 15050–15055. 10.1073/pnas.261408198 11742088PMC64981

[30] RiddifordLM, CherbasP, TrumanJW (2000) Ecdysone receptors and their biological actions. Vitam Horm 60: 1–73. 10.1016/S0083-6729(00)60016-X 11037621

[31] HodinJ, RiddifordLM (1998) The ecdysone receptor and ultraspiracle regulate the timing and progression of ovarian morphogenesis during Drosophila metamorphosis. Dev Genes Evol 208: 304–317. 10.1007/s004270050186 9716721

[32] KonigA, YatsenkoAS, WeissM, ShcherbataHR (2011) Ecdysteroids affect Drosophila ovarian stem cell niche formation and early germline differentiation. EMBO J 30: 1549–1562. 10.1038/emboj.2011.73 21423150PMC3102283

[33] LiMA, AllsJD, AvanciniRM, KooK, GodtD (2003) The large Maf factor Traffic Jam controls gonad morphogenesis in Drosophila. Nat Cell Biol 5: 994–1000. 10.1038/ncb1058 14578908

[34] AshburnerM, ChiharaC, MeltzerP, RichardsG (1974) Temporal control of puffing activity in polytene chromosomes. Cold Spring Harb Symp Quant Biol 38: 655–662. 10.1101/SQB.1974.038.01.070 4208797

[35] BernardoTJ, DubrovskayaVA, XieX, DubrovskyEB (2014) A view through a chromatin loop: insights into the ecdysone activation of early genes in Drosophila. Nucleic Acids Res 42: 10409–10424. 10.1093/nar/gku754 25143532PMC4176353

[36] ContrinoS, SmithRN, ButanoD, CarrA, HuF, et al (2012) modMine: flexible access to modENCODE data. Nucleic Acids Research 40: D1082–D1088. 10.1093/nar/gkr921 22080565PMC3245176

[37] GauharZ, SunLV, HuaS, MasonCE, FuchsF, et al (2009) Genomic mapping of binding regions for the Ecdysone receptor protein complex. Genome Res 19: 1006–1013. 10.1101/gr.081349.108 19237466PMC2694480

[38] RayP, DeS, MitraA, BezstarostiK, DemmersJA, et al (2016) Combgap contributes to recruitment of Polycomb group proteins in Drosophila. Proc Natl Acad Sci U S A 113: 3826–3831. 10.1073/pnas.1520926113 27001825PMC4833261

[39] LiG, RuanX, AuerbachRK, SandhuKS, ZhengM, et al (2012) Extensive promoter-centered chromatin interactions provide a topological basis for transcription regulation. Cell 148: 84–98. 10.1016/j.cell.2011.12.014 22265404PMC3339270

[40] WoodAM, Van BortleK, RamosE, TakenakaN, RohrbaughM, et al (2011) Regulation of chromatin organization and inducible gene expression by a Drosophila insulator. Mol Cell 44: 29–38. 10.1016/j.molcel.2011.07.035 21981916PMC3190163

[41] MoellerME, DanielsenET, HerderR, O'ConnorMB, RewitzKF (2013) Dynamic feedback circuits function as a switch for shaping a maturation-inducing steroid pulse in Drosophila. Development 140: 4730–4739. 10.1242/dev.099739 24173800PMC3833430

[42] OuQ, MagicoA, King-JonesK (2011) Nuclear receptor DHR4 controls the timing of steroid hormone pulses during Drosophila development. PLoS Biol 9: e1001160 10.1371/journal.pbio.1001160 21980261PMC3181225

[43] MaimonI, GilboaL (2011) Dissection and staining of Drosophila larval ovaries. J Vis Exp. 10.3791/2537 21610675PMC3197100

[44] MugatB, BroduV, Kejzlarova-LepesantJ, AntoniewskiC, BayerCA, et al (2000) Dynamic expression of broad-complex isoforms mediates temporal control of an ecdysteroid target gene at the onset of Drosophila metamorphosis. Dev Biol 227: 104–117. 10.1006/dbio.2000.9879 11076680

[45] SimonisM, KoorenJ, de LaatW (2007) An evaluation of 3C-based methods to capture DNA interactions. Nat Methods 4: 895–901. 10.1038/nmeth1114 17971780

[46] van de WerkenHJ, LandanG, HolwerdaSJ, HoichmanM, KlousP, et al (2012) Robust 4C-seq data analysis to screen for regulatory DNA interactions. Nat Methods 9: 969–972. 10.1038/nmeth.2173 22961246

[47] PileLA, WassarmanDA (2002) Localizing transcription factors on chromatin by immunofluorescence. Methods 26: 3–9. 10.1016/S1046-2023(02)00002-6 12054899

How the deposited data were processed for this re-analysis (not part of the article)

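The deposited files hold counts of ligation events per pair of fragment ends for 58 samples, made by the authors: DpnII chromatin templates were sonicated, amplified from the viewpoint and sequenced, reads were mapped to dm6 with Bowtie2, whose version is not given in the submitters' notes, and PCR duplicates were removed by sonication site. No normalization had been applied and replicates had not been pooled. Of 2476307 ligations, 259 (0.0105%) carried no locus for an end and were left out.

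There are 52 Kc167 libraries in 4 conditions and 6 wing disc libraries, 3 of each genotype. Kc167 libraries with the same first number in their label were summed to 4 replicates per condition. The methods speak of 5 biological repeats of the 4C template and, in another place, of technical variance over triplicate experiments. The paper's text does not define the numbers. Viewpoints X1, X2 and X3 were used in the libraries whose labels list them, with 5891 to 51081 ligations per replicate for X1, 4632 to 52442 for X2 and 9507 to 53600 for X3. In discs the B1 viewpoint held 4361 to 17024 ligations per library, and X1 as viewpoint held 61 and 7365 in the wild type libraries and was not fitted.

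Neither a genome nor a table of fragment coordinates was available. Fragments are numbered in order along the genome, so positions were interpolated between the 5 viewpoints, whose coordinates are those of the paper's Table 2, at a mean of 332 bp per fragment between X1 and X3. Below X1 and above X3, positions were extrapolated at this mean, while between viewpoints the local mean ran from 250 to 392 bp. Positions and the genes listed for a tile are therefore approximate, and less certain in the extrapolated parts. Genes were taken from a RefSeq table of gene spans. The lists of ecdysone response, Polycomb target and broadly expressed genes, fixed beforehand, lie mostly on parts of the genome that this does not reach and were not run.

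Windows of 40 (X1), 200 (X2) and 30 (X3) fragments were used. For X1, 200 fragments would have taken in B1 and come within 5 kb of B2, so that window was an alternative, without the fragments within 5 kb of the viewpoint, which left 166 for B1 and 182 for B2. For contacts seen from X1, X2 and X3, windows of 30, 200 and 200 fragments at B1 and B2 were used. The region from 1110000 to 2100000 was divided into tiles of 50 fragments, outside the windows and beyond 5 kb of the viewpoint, and tiles with a mean under 10 ligations per replicate were not tested. Library size was the number of ligations of the viewpoint without its own and the 2 adjacent fragments. Each viewpoint was fitted with edgeR 4.0.16 (limma 3.58.1, R 4.3.3), glmQLFit and glmQLFTest on the conditions without TMM factors or a replicate block, and p-values were adjusted by the Benjamini-Hochberg method over windows and tiles with a threshold of 0.05. The Kc167 conditions were fitted together and discs apart. The biological coefficient of variation was 18.4% for B1, 16.2% for B2 and 22.4% for X1 in Kc167 cells, and 14.4% for B1 and 8.6% for B2 in discs. Exact two-sided permutation tests, which did not keep pairs of replicates together, used log2 contacts with a pseudocount of 0.5 in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and, for the lowess curve with a fraction of 0.5, statsmodels 0.14.6. DESeq2 1.42.0 was run as an alternative, with its own size factors from the windows and tiles in place of the library size. These factors remove a shift shared by most windows and tiles.

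The windows, tiles, tests, comparisons, gene lists and alternatives were chosen before the data were examined, apart from 2 alternatives named in the closing section. By the same rule the text names X1, X2 and X3 with their genes, every gene that overlaps them, and for each comparison up to 10 tiles with the smallest adjusted p under 0.05 that moved the same way in every pair of replicates with one number. The bars of Fig 7C and 7D had been seen. Tiles named after their values were seen are marked in the text.

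Whether the replicate number pairs samples was checked by the correlation over windows and tiles, centred within conditions, between samples with one number. Every pair was above 0.1 in 7 of 8 comparisons of B1 and B2, and in discs the lowest B1 value was 0.072 and the lowest B2 value -0.132. Seen from X1 and X2, some pairs for ecdysone in control cells were also below 0.1. This bound was settled after the fits with and without a block had been seen, and values with a block are given where they change a call. The test was tried on simulated data with the same depth, drawn for each window and tile independently at a common spread. The draws held no structure by replicate number and no shift shared by tiles. Of changes of 1.5-fold and 2-fold it found 48% and 84% for B1, 47% and 92% for B2 and 25% and 67% for B1 in discs, and it called 0.3%, 0.5% and 0.9% of unchanged windows and tiles. With the real counts, other splits of the samples called up to 15 B1 windows and tiles for cg against LacZ dsRNA with ecdysone. The simulated rates may therefore be too favourable.

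The alternatives were TMM factors, DESeq2, other library sizes (all ligations, chromosome X, the plotted region beyond 10 kb), a replicate block, each library as a replicate, only the conditions compared, leaving out each replicate, other window and tile sizes, no filter on low counts, each fragment end counted once per library, a threshold of 0.01, an exact permutation test and the chi-square test of pooled ligations named in the paper's legend, at a threshold of 0.001. Counting each end once caps a library at the number of ends in a window or tile, so it can miss changes where contacts are frequent. Fits by library and the chi-square test treat libraries of the same replicate, or single ligations, as independent. Their p-values can therefore be too small.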

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

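The tests of explanations and the counts over other splits of the samples in this part were chosen after the results were seen. Each result is listed because it is a signal in contacts the paper does not discuss, tiles outside X1, X2 and X3 or profiles seen from them.

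Seen from X1, contacts with the far side of the region fell with ecdysone as a share of all X1 ligations. In control cells 10 of 57 tiles passed, all lower, by edgeR (13 at an unadjusted p under 0.05, 4 with DESeq2), and in cg dsRNA cells 6 of 57 (11 and 1). At CG42666 (prage) and Adar, an RNA-editing enzyme gene, X1 contacts went from 115.8 ± 20.6 to 51.2 ± 9.3 (SD, n = 4) per 10000 ligations, a log2 change of -1.19 (standard error 0.19, adjusted p = 1.9e-05 from edgeR), and in cg dsRNA cells the log2 change was -1.07. The sarcoglycan gene Scgdelta changed by -1.03 and futsch, on the other side of br, by -0.79. The median over all X1 tiles was -0.29 in control cells, and relative to it, with TMM factors, the tile at CG42666 and Adar changed by -0.91, while 6 tiles passed in control and 1 in cg dsRNA cells. The share of X1 ligations within the plotted region fell in control replicates 3, 12 and 13 and was level in replicate 5 (51.41% and 51.48%). A larger share of ligations outside the region thus stays open as a part of the fall. In control cells 5 tiles passed without replicate 5 and 6 without replicate 12, and in cg dsRNA cells 3 without replicate 12. With each fragment end counted once per library, 0 tiles passed in either. For both, the real split of the samples gave the highest count (1 of 35 splits as large). It was 10 windows and tiles against at most 7 for control cells, and 6 against at most 0 for cg dsRNA cells. A share of 1 of 35 is the smallest possible, and the splits were chosen after the results were seen, so chance is not excluded.

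Seen from X3, contacts with the genes beyond Hr4 fell with ecdysone as a share of all X3 ligations. In control cells 10 of 55 tiles passed, all lower, by edgeR (21 at an unadjusted p under 0.05), and in cg dsRNA cells 8 of 55, all lower (15). With DESeq2, 1 tile was higher and 4 lower in each. X3 contacts with the tile at east and Actn, the gene of alpha-actinin, went from 131.6 ± 7.8 to 66.6 ± 9.2 (SD, n = 4), a log2 change of -0.96 (standard error 0.12, adjusted p = 8.4e-07 from edgeR). The tile with usp, the gene of the partner of EcR, changed by -0.80 and one at Unc-76 by -1.01. In cg dsRNA cells these 3 changed by -0.82, -0.75 and -0.98. With each fragment end counted once per library, they did not pass in either. In control cells they then changed by -0.69, -0.53 and -0.80 (adjusted p = 0.26, 0.34 and 0.11 from edgeR). In cg dsRNA cells they changed by -0.63, -0.59 and -0.80 (0.34, 0.35 and 0.18). The median over all X3 tiles was -0.39 in control cells, and with TMM factors, which bring it to 0.02, the 3 tiles changed by -0.55, -0.38 and -0.60, with 4 tiles higher and 5 lower. The share of X3 ligations within the plotted region also fell in each pair in control cells. It went from 52.31% to 43.67%, 51.1% to 37.6%, 42.66% to 35.65% and 45.18% to 38.11% in replicates 3, 5, 12 and 13. Fewer contacts in the tiles would lower this share too, so a larger share of ligations outside the region stays open as a part of the fall. With the replicate number as a block, 34 tiles passed in control cells, and without replicate 13 there were 5 in cg dsRNA cells. Over all splits, the real one gave the highest count for both (1 of 35 as large), the smallest share possible. It was 10 windows and tiles against at most 7 for control cells, and 8 against at most 1 for cg dsRNA cells. Chance is not excluded by this. In control cells the numbers pair the samples, and the 8 splits that part all 4 pairs, of which the 7 others gave 0, are too few for a share under 0.05. A difference between the ecdysone effects in cg and LacZ dsRNA cells passed in 0 X1 and 0 X3 tiles by edgeR, with 0 at an unadjusted p under 0.05 and 0 with DESeq2.

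In cg mutant discs many contacts of B1 beyond br and at its far end were higher than in wild type as a share of all ligations. They did not pass as higher with DESeq2, whose scaling removes a shift shared by most tiles. From B1 18 of 39 tiles passed by edgeR, 16 higher and 2 lower (19 at an unadjusted p under 0.05), and from B2 9 of 46, 6 higher and 3 lower (16). With DESeq2, 0 tiles were higher and 4 lower for B1, and 0 higher and 3 lower for B2. With each fragment end counted once per library, 2 were higher and 4 lower for B1, and 0 passed for B2. The median log2 change over the tiles was 0.56 for B1 and 0.29 for B2, against 0.0 and -0.02 with DESeq2. DESeq2 scaled the libraries by the windows and tiles themselves. A median near 0 is set by that scaling and cannot tell whether most tiles rose. The tiles that passed by edgeR included, besides the lower ones of br, the tile that spans the end of br and dor (0.83 from B1, 0.23 with TMM factors and -0.44 with each fragment end counted once), Scgdelta (1.09 and 1.31 from B1) and the tile at CG42666 and Adar (0.91), and, from B2, Atf3, a transcription factor gene (1.16), DAAM and fs(1)N (1.08) and the tile at Hr4, PIG-K and east (1.19). With TMM factors the others became 0.47, 0.71 and 0.30 from B1 and 0.98, 0.91 and 1.01 from B2, with 3 higher and 4 lower tiles for B1 and 3 and 3 for B2. The B1 count was 11 without wild type replicate 3, and the B2 count 5 without cg mutant replicate 2. Leaving out a wild type library leaves a single one with B2, so no count is given for that. The splits of 3 against 3 libraries are too few for a share under 0.05 (1 of 10 as large), with 20 windows and tiles in the real split and at most 0 in the others.

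The contacts of B1 with X2 in discs were weighed as part of that pattern. They were 123.1 ± 24.3 in wild type and 303.3 ± 50.5 in mutant discs (SD, n = 3 each), a log2 change of 1.27 (standard error 0.18, adjusted p = 1.1e-09 from edgeR), and those of B2 went from 183.0 ± 21.3 (n = 2) to 261.0 ± 33.9 (n = 3), a log2 change of 0.51 (adjusted p = 0.0088). Both p-values rest on a spread pooled over windows and tiles. The tables argue against the shallowest wild type library as the cause for B1, since the log2 change was 1.15 without it, and against a smaller share of ligations next to the viewpoint as the whole cause, since with TMM factors 0.64 remained past the threshold. For B2 that share stays open, as 0.33 with TMM factors did not pass. A change in the folding of the locus in cg mutants is a hypothesis that stays open beside differences in tissue or dissection between the genotypes, which were not tested.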

How the results depend on the processing

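Of the results recomputed under the alternatives, 700 values stayed on the same side of the threshold with the same sign or moved by less than the spread between replicates. A further 35 no longer passed, 43 newly passed, 26 changed sign and 99 counts or ratios moved. The fall of X1 contacts with B1 in mutant discs kept its sign in every alternative run, from -1.08 with DESeq2 to -0.35 without cg mutant replicate 1, and passed in all but 1 (without wild type replicate 2, -0.38). The rise of B2 contacts with X1 under ecdysone in control cells kept its sign from 0.18 to 0.85, and the falls of X2 contacts kept theirs from -0.59 to -0.24 for B1 and from -0.50 to -0.17 for B2. For cg against LacZ dsRNA without ecdysone, 0 tiles of B1 or B2 passed in any alternative run, and for cg against LacZ dsRNA with ecdysone 0 tiles of B1 did. Where a call or sign changed, as given here, the cause was not tested. Depth sets a limit at X3, whose B1 window held 149 ligations in control cells. The tests on simulated data missed more than 0.5 of the 1.5-fold changes. The test without the libraries that share fragment ends and the one with the plotted region and the block together were chosen after the values were seen. Gene body and 20 kb windows for the gene lists were not run, since the files give no coordinates for fragments outside the region of the viewpoints. Taking all libraries with ligations of a viewpoint changes nothing, as 0 ligations came from viewpoints missing from the labels. Exact permutation tests were not run for discs, and the permutation and chi-square tests have no form here for the difference of the ecdysone effects.

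With TMM factors, the test was no longer passed by B1 with X2 (-0.24) and B2 with X2 (-0.21) for ecdysone in control cells and B2 with X2 (0.33) for mutant against wild type discs, while it was newly passed by X1 with B2 (0.59), X3 with B1 (0.58) and X3 with B2 (0.52) for ecdysone in control cells, and the sign turned for B1 with X2 (-0.04) for cg against LacZ dsRNA with ecdysone and B2 with X1 (-0.01) for mutant against wild type discs. With DESeq2, the test was no longer passed by B1 with X2 (-0.25) and B2 with X2 (-0.17) for ecdysone in control cells and B2 with X2 (0.18) for mutant against wild type discs, while it was newly passed by B2 with X3 (0.78), X1 with B2 (0.69), X3 with B1 (0.55) and X3 with B2 (0.55) for ecdysone in control cells, and the sign turned for B1 with X2 (-0.04) for cg against LacZ dsRNA with ecdysone and B2 with X1 (-0.15) for mutant against wild type discs. With the plotted region beyond 10 kb of the viewpoint as library size, the test was no longer passed by B1 with X2 (-0.33) and B2 with X2 (-0.40) for ecdysone in control cells, while it was newly passed by X1 with B2 (0.60), X3 with B1 (0.51) and X3 with B2 (0.50) for ecdysone in control cells and B2 with X1 (0.23) for mutant against wild type discs, and the sign turned for B1 with X2 (-0.02) for cg against LacZ dsRNA with ecdysone. With chromosome X as library size, the test was no longer passed by B2 with X2 (-0.40) for ecdysone in control cells, while it was newly passed by X1 with B2 (0.47) for ecdysone in control cells. With each library as a replicate, the test was newly passed by B2 with X3 (0.51), X2 with B1 (-0.50) and X2 with B2 (-0.42) for ecdysone in control cells and B2 with X1 (-0.46) for cg against LacZ dsRNA with ecdysone. With only the 2 conditions compared in the fit, the test was no longer passed by B1 with X2 (-0.53) and B2 with X1 (0.52) for ecdysone in control cells. In the exact permutation test, the test was no longer passed by B1 with X2 (-0.53) and B2 with X1 (0.50) for ecdysone in control cells. In the chi-square test of pooled ligations, the test was newly passed by B1 with X1 (0.17), B2 with X3 (0.44), X2 with B1 (-0.48) and X2 with B2 (-0.39) for ecdysone in control cells, B2 with X1 (-0.31) and B2 with X2 (0.12) for cg against LacZ dsRNA with ecdysone and B2 with X1 (0.16) for mutant against wild type discs, while the sign turned for X1 with B1 (-0.01) for ecdysone in control cells and B2 with X3 (0.03) for cg against LacZ dsRNA with ecdysone. With an X1 window of 200 fragments, the sign turned for B1 with X1 (0.04) for cg against LacZ dsRNA with ecdysone and B2 with X1 (-0.24, past the threshold) for mutant against wild type discs. With 30 fragments for every window, the test was no longer passed by B2 with X2 (-0.40) for ecdysone in control cells and B2 with X2 (0.64) for mutant against wild type discs, while the sign turned for B1 with X1 (-0.01) for ecdysone in cg dsRNA cells. With windows of 100, 20 and 15 fragments in place of 200, 40 and 30, the test was no longer passed by B1 with X2 (-0.46) for ecdysone in control cells and B2 with X2 (0.52) for mutant against wild type discs, while it was newly passed by B2 with X3 (0.59) for ecdysone in control cells, and the sign turned for B2 with X3 (0.03) for cg against LacZ dsRNA with ecdysone. With windows of 10 kb, the test was no longer passed by B2 with X2 (-0.37) for ecdysone in control cells and B2 with X2 (0.45) for mutant against wild type discs, while the sign turned for B1 with X1 (-0.02) for ecdysone in cg dsRNA cells. With each fragment end counted once per library, the test was no longer passed by B1 with X2 (-0.42), B2 with X1 (0.18) and B2 with X2 (-0.24) for ecdysone in control cells and B2 with X2 (0.05) for mutant against wild type discs, while the sign turned for B1 with X1 (-0.18) for ecdysone in control cells, B1 with X1 (0.14) for cg against LacZ dsRNA with ecdysone, B1 with X1 (0.27) for the difference of the ecdysone effects and B2 with X1 (-0.08) for mutant against wild type discs.

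The replicate number pairs the samples in 7 of the 8 comparisons of B1 and B2, by correlations over 0.1 in every pair, a bound settled after the values with a block had been seen. By this bound it does not for ecdysone in control cells seen from X1 (lowest correlation -0.135) or X2 (-0.191). It does not in discs either (0.072 for B1 and -0.132 for B2), so calls gained there with a block lack this basis. With the replicate block, the test was newly passed by B2 with X3 (0.44), X1 with B2 (0.31), X2 with B1 (-0.49) and X2 with B2 (-0.40) for ecdysone in control cells, B2 with X1 (-0.35) for cg against LacZ dsRNA with ecdysone, B2 with X1 (-0.40) for the difference of the ecdysone effects and B2 with X1 (0.28) for mutant against wild type discs, while the sign turned for B2 with X3 (0.02) for cg against LacZ dsRNA with ecdysone. With both the plotted region as library size and the block, chosen after the values were seen, the test was newly passed by B1 with X1 (0.40), B2 with X3 (0.52), X1 with B1 (0.35), X1 with B2 (0.55), X2 with B1 (-0.36), X2 with B2 (-0.27), X3 with B1 (0.47) and X3 with B2 (0.44) for ecdysone in control cells, B2 with X1 (0.19) for ecdysone in cg dsRNA cells, B2 with X1 (-0.35) for cg against LacZ dsRNA with ecdysone, B2 with X1 (-0.39) for the difference of the ecdysone effects and B2 with X1 (0.34) for mutant against wild type discs, while the sign turned for B1 with X2 (-0.01) and B2 with X3 (0.00) for cg against LacZ dsRNA with ecdysone.

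The 10 B1 tiles changed by ecdysone in control cells became 3 with TMM factors, with DESeq2 and with the plotted region as library size, 16 with the block, 17 with each library as a replicate, 0 with each fragment end counted once and 20 in tiles of 20 fragments. The 8 B1 tiles changed by ecdysone in cg dsRNA cells became 3 with TMM factors, with DESeq2 and at a threshold of 0.01, 0 with the plotted region as library size and with each fragment end counted once, 4 with chromosome X as library size and in tiles of 100 fragments and 14 in tiles of 20 fragments. The 19 B2 tiles changed by ecdysone in control cells became 1 with TMM factors and in tiles of 20 fragments, 2 with DESeq2, with the plotted region as library size and with chromosome X as library size, 31 with the block, 9 with each fragment end counted once and 0 at a threshold of 0.01. The 1 B2 tile changed by ecdysone in cg dsRNA cells became 0 with TMM factors, with DESeq2, with the plotted region as library size, with chromosome X as library size, in tiles of 20 fragments, in tiles of 100 fragments and at a threshold of 0.01, 20 with the block, 4 with each library as a replicate, 2 with an X1 window of 200 fragments and 19 with both the plotted region and the block. For cg against LacZ dsRNA with ecdysone, the 0 B2 tiles became 1 with the block and with both the plotted region and the block. For the difference of the ecdysone effects, the 0 B2 tiles became 1 with the block and with both the plotted region and the block. The 10 X1 tiles changed by ecdysone in control cells became 6 with TMM factors and at a threshold of 0.01, 4 with DESeq2, with the plotted region as library size and in tiles of 100 fragments, 17 with the block, 0 with each fragment end counted once and 18 in tiles of 20 fragments. The 6 X1 tiles changed by ecdysone in cg dsRNA cells became 1 with TMM factors and with DESeq2, 10 with the block and with both the plotted region and the block, 0 with each fragment end counted once and 3 in tiles of 100 fragments. The 10 X3 tiles changed by ecdysone in control cells became 5 with DESeq2, 34 with the block, 6 with chromosome X as library size and 21 in tiles of 20 fragments. The 8 X3 tiles changed by ecdysone in cg dsRNA cells became 5 with TMM factors and with DESeq2, 30 with the block, 4 with each fragment end counted once, 22 in tiles of 20 fragments and 13 without the libraries that share ends. For mutant against wild type discs, the 18 changed B1 tiles became 7 with TMM factors, 4 with DESeq2, 6 with each fragment end counted once, 28 in tiles of 20 fragments and 10 in tiles of 100 fragments. For mutant against wild type discs, the 9 changed B2 tiles became 3 with DESeq2, 4 with the block and 0 with each fragment end counted once. In some of these fits the directions of the calls differ. The 19 B2 tiles changed by ecdysone in control cells were 18 lower and 1 higher, but the 1 with TMM factors and the 2 with DESeq2 were higher, and with the plotted region or chromosome X as library size 1 was higher and 1 lower. In discs the 18 B1 tiles were 16 higher and 2 lower, against 3 and 4 with TMM factors, 0 and 4 with DESeq2 and 2 and 4 with each fragment end counted once, and the 9 B2 tiles were 6 higher and 3 lower, against 0 and 3 with DESeq2, 1 and 3 with the block and 1 and 5 in tiles of 20 fragments. The 10 X3 tiles in control cells were all lower, against 4 higher and 5 lower with TMM factors and 1 and 4 with DESeq2, and the 8 in cg dsRNA cells were all lower, against 2 higher and 3 lower with TMM factors and 1 and 4 with DESeq2.

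The extent of B1 contacts, 300 kb toward higher and 200 kb toward lower coordinates, became 250 and 100 kb at 3 times the outer level and 20 and 120 kb with steps of 10 kb. The 20 kb came from a step below the bound, beyond which contacts stood above it again. The contacts over the distance trend became, with the trend of both sides, 0.93 for B1 with X1, 2.77 for B1 with X2, 0.87 for B2 with X1 and 2.42 for B2 with X2. Against flanking windows they became 1.15 for B1 with X1, 1.06 for B1 with X2, 2.26 for B1 with X3 and 3.01 for B2 with X3.

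Leaving out 1 replicate at a time gave these lowest and highest log2 changes where a call or a sign turned. For cg against LacZ dsRNA with ecdysone they were -0.11 to 0.03 for B1 with X1, -0.10 to 0.05 for B2 with X3 and 0.00 to 0.09 for X1 with B1. For ecdysone in control cells they were -0.58 to -0.47 for B1 with X2, -0.02 to 0.35 for B1 with X3, 0.43 to 0.62 for B2 with X1, -0.49 to -0.46 for B2 with X2 and -0.01 to 0.21 for X1 with B1. For ecdysone in cg dsRNA cells they were -0.05 to 0.07 for B1 with X1. For mutant against wild type discs they were -0.57 to -0.35 for B1 with X1 and 0.40 to 0.64 for B2 with X2. The numbers of changed tiles for ecdysone in cg dsRNA cells ranged from 3 to 8 for B1, 0 to 4 for B2, 3 to 6 for X1 and 5 to 6 for X3. For ecdysone in control cells they ranged from 0 to 14 for B2 and 5 to 10 for X1. For mutant against wild type discs they ranged from 11 to 17 for B1. No range is given for B2 in discs, where leaving out a wild type library leaves a single one. The turned calls and signs were these. Without replicate 3, B1 with X1 (0.03) and B2 with X3 (0.05) turned for cg against LacZ dsRNA with ecdysone, and B1 with X3 (-0.02) for ecdysone in control cells. Without replicate 5, B1 with X1 for ecdysone in cg dsRNA cells (0.00) and X1 with B1 for ecdysone in control cells (-0.01) turned, as did, without replicate 12, B1 with X1 for ecdysone in cg dsRNA cells (-0.05) and X1 with B1 for cg against LacZ dsRNA with ecdysone (0.00). B2 with X2 in discs did not pass without cg mutant replicate 2 (0.43). It was 0.40 without wild type replicate 3, which leaves a single wild type library with B2.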

Differences from the paper's values

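The paper states an increase of 27% in contacts between X1 and B1 with ecdysone, and the value here is 13.8% for LacZ dsRNA cells. Among the alternatives set before the data were examined, some gave 21.1% or more. These were TMM factors (36.8%), DESeq2 (35.4%), leaving out replicate 13 (22.3%), and the plotted region (31.5%) or chromosome X (21.1%) as library size. The others gave 17.7% or less. The value was 13.9% with the replicate block, with only the 2 conditions and with all ligations as library size. Without replicates 3, 5 and 12 it was 10.9%, 12.6% and 9.9%, and with each library as a replicate 17.7%. It was 7.2% with an X1 window of 200 fragments, 11.0% with 30, 10.6% with 20 and 10.1% with 10 kb. With each fragment end counted once it was -11.5%, in the chi-square test 12.8% and in the permutation test 14.1%.

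For X1 and B2 the paper states an increase of 22%, and the value here is 43.8%. With an X1 window of 200 fragments, the number in the legend to Fig 7C, less those within 5 kb of B2, it was 23.0%. Under the other alternatives set before the data were examined it differed, with values from 13.0% to 79.7%. The bars of Fig 7C read about 0.27 for B1 and about 0.46 for B2 as log2 changes in Fig. 7C, read by eye, and the log2 changes here are 0.19 and 0.52.

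The paper gives an upstream extent of B1 contacts of 125 kb, and the value here is 200.0 kb toward lower coordinates. With steps of 10 kb it was 120 kb and with 3 times the outer level 100 kb, both nearer to the paper's 125 kb. These were the only alternatives run for it.

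In wing discs, X1 contacts with B2 were lower in mutants by a log2 change of about -0.40 in Fig. 7D, read by eye, and the value here is 0.16. With an X1 window of 200 fragments it was -0.24, the nearest to that reading. The other alternatives set before the data were examined gave -0.15 to 0.28. For X1 with B1 the value was -0.45, and it was -1.06 with TMM factors and -1.08 with DESeq2. The paper's text states that contacts of X1 with both viewpoints were lower in mutants, and here those of B1 were (-0.45, adjusted p = 0.0028 from edgeR).

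The paper reports a weaker increase of X1 contacts after cg dsRNA. Here, in the fit without a replicate block, that difference passed for neither viewpoint (B2 -0.45, B1 -0.17), nor did cg against LacZ dsRNA with ecdysone (B2 -0.39, B1 -0.07). The replicate number pairs the B2 samples given ecdysone (lowest correlation 0.351 between samples with one number), which that fit leaves out. For B2 the difference of the effects passed with the replicate block (-0.40), and cg against LacZ dsRNA with ecdysone with the block (-0.35), with each library as a replicate (-0.46) and in the chi-square test, the paper's own kind of test (-0.31). With the plotted region as library size and the block, chosen after the values were seen, both passed too (-0.39 and -0.35).

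The paper reports an increase of X1 contacts with B1 under ecdysone. Here it did not pass (0.19) except in the chi-square test (0.17) and, chosen after the values were seen, with the plotted region as library size and the block (0.40). The paper also reports it from X1. Here X1 contacts with B2 (0.41) passed with TMM factors (0.59), DESeq2 (0.69), the block (0.31), the plotted region (0.60) and chromosome X (0.47) as library size, and those with B1 (0.09) passed only with the plotted region and the block together (0.35), chosen after the values were seen.

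The paper calls the increase of X3 contacts with B2 under ecdysone significant. Here it did not pass (0.47, adjusted p = 0.079 from edgeR). It passed with DESeq2 (0.78), the block (0.44), each library as a replicate (0.51), a window of 15 fragments (0.59) and the chi-square test (0.44), and with the plotted region and the block together (0.52), chosen after the values were seen.

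The paper places X1 among the loci with the strongest evidence for long-range contacts. It chose the loci on B2 profiles, which Fig 7A shows for several conditions and scales. Here, in LacZ dsRNA cells without ecdysone and at one window size, X1 lay at 1.06 times the distance trend from B2 and 0.88 times from B1. It ranked 129 and 183 among 287 overlapping windows. From B2, X2 ranked 3 among 50 and X3 7 among 413, and from B1 they ranked 7 among 50 and 106 among 413. These windows overlap as well, so all of these ranks stand for fewer separate windows.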

Other observations

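All tests of explanations in this part were chosen after the results were seen. Seen from X2, 2 of 55 tiles fell with ecdysone in control cells by edgeR (11 at an unadjusted p under 0.05, 0 with DESeq2). One lies at Mur2B beyond br, with a log2 change of -0.77 (from 34.4 ± 6.5 to 19.9 ± 3.3 per 10000 ligations, SD, n = 4), and the other in Hr4, with -0.76 (from 37.3 ± 5.8 to 20.9 ± 4.6). With TMM factors they changed by -0.58 and -0.57 and did not pass.

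In cg dsRNA cells, contacts of B1 also fell with ecdysone in 8 of 53 tiles by edgeR (12 at an unadjusted p under 0.05, 3 with DESeq2). They included both Scgdelta tiles (-0.71 and -0.72), futsch (-0.66) and the tile at CG42666 and Adar (-0.63). From B2, 1 of 53 passed, the tile with Lrpprc2 and Rab27 (-0.78, chosen here after its values were seen), with 14 at an unadjusted p under 0.05 and 0 with DESeq2, and 20 with the replicate block. The median over the tiles was -0.15 for B1 and -0.25 for B2, and with TMM factors -0.00 and -0.04, when 3 and 0 tiles passed. For B1 the count was 3 without replicate 5, 4 without replicate 12 and 5 without replicate 13.

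The B1 and B2 tiles that are mostly lower with ecdysone were weighed against a larger share of ligations outside the plotted region in ecdysone libraries. The share of ligations within the whole plotted region, without the viewpoint's own and adjacent fragments, was compared with the median tile of the same pair of replicates. For B1 it went from 54.3% to 49.4% on average, a log2 change of -0.14 (SD 0.02, n = 4 pairs) against -0.28 (SD 0.17) for the median tile. The difference of 0.14 (SD 0.17) is within its spread, and fewer contacts in the tiles would lower this share too. Contacts within 10 kb of B1, which a larger share outside the region would lower as well, did not fall: they went from 10.0% to 11.2% (log2 change 0.14, SD 0.16, higher in 3 of 4 pairs). This speaks against that account without deciding it, as contacts this near to the viewpoint can change on their own, and the 2 accounts cannot be told apart for the B1 tiles. For B2 the share of the whole region went from 58.3% to 57.2%, a log2 change of -0.03 (SD 0.09, lower in 2 of 4 pairs) against -0.29 (SD 0.06), a difference of 0.26 (SD 0.12), and the table argues against a larger share outside the region as the whole cause there. Contacts within 10 kb of B2 went from 12.0% to 13.3% (log2 change 0.13, SD 0.15, higher in 3 of 4 pairs). The share of B2 ligations on chromosome X fell in each pair, from 89.87% to 87.99% in replicate 3 and from 80.78% to 74.76% in replicate 12. A part of the fall thus stays open to ligations outside the region. How many tiles passed as lower depended on the scaling: 3 for B1 and 0 for B2 with TMM factors, 3 and 1 with the plotted region as library size, and 10 and 23 with that library size and the replicate block together, when 2 and 5 were higher. A biological account, fewer contacts across the region under ecdysone, stays open for both and was not tested further.

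All splits into 4 against 4 were counted for the ecdysone effect. For B2 in control cells the real split gave 21 windows and tiles against at most 11 in the others (1 of 35). For B1 in cg dsRNA cells it gave 8 against at most 0 (1 of 35). For B1 in control cells it gave 11 against at most 11 (2 of 35), and for B2 in cg dsRNA cells 1 against at most 8 (3 of 35). As 1 of 35 is the smallest share possible, and these splits were chosen after the results were seen, they do not exclude chance. For cg against LacZ dsRNA with and without ecdysone, and for the difference of the ecdysone effects, the real count was 0, so every split is as large (35 of 35 and 100 of 100) and the splits say nothing about chance. The numbers pair the samples in these ecdysone comparisons, so the splits most like the real one are those that part all 4 pairs. The 7 others of this kind gave 0 for each, but with 8 in all they are too few for a share under 0.05. The splits that called more part 2 pairs or 0. For ecdysone in control cells, the 24 that part 2 pairs gave up to 11 for B1 and 11 for B2, and the 3 that part 0 pairs up to 8 and 2. For ecdysone in cg dsRNA cells they gave up to 0 and 8, and 0 and 0. For cg against LacZ dsRNA with ecdysone they gave up to 3 and 0, and 15 and 6, and without ecdysone up to 4 and 1, and 0 and 8. The counts of 15, 6 and 8 for cg against LacZ dsRNA, where the real count was 0, and that of 8 for B1 under ecdysone set replicates 3 and 5 of both conditions against 12 and 13, which points to a structure of the samples by replicate number. The share of B1 ligations on chromosome X also parts them, with 78.26% to 88.94% in replicates 3 and 5 and 56.91% to 74.17% in 12 and 13 over the 4 conditions. The splits that part 2 pairs do not follow it in full. What the numbers stand for is not known.

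Libraries of different conditions share fragment ends on other chromosomes more often when both numbers in their labels agree. The median rate of shared ends, their number over the product of the numbers of ends in both libraries, was 3.21 for such libraries and, on the same scale, 1.1 for libraries with neither number in common. For ends seen in these 2 libraries alone the medians were 0.61 and 0.33, the first above the upper quartile of 0.41 of pairs with neither number in common, and the highest single rates 38.81 and 6.13. The table argues against ends that recur in most libraries as the whole cause, though the excess is smaller without them, so a part of it stays open to them. Molecules carried between libraries prepared together may account for it and stay open. Among 11 libraries with over 5% of their ends shared, replicate 5 of LacZ dsRNA without ecdysone had 1 library with 408 of its 1569 ends in a library of the ecdysone group, and without these libraries the calls for X1, X2 and X3 from B1 and B2 did not change.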
